# Stress alters hypothalamic gene expression in adolescent male Golden hamsters

**DOI:** 10.1111/jne.70067

**Published:** 2025-07-14

**Authors:** Kevin M. Moran, Tyler M. Milewski, James P. Curley, Yvon Delville

**Keywords:** obesity, puberty, RNAseq, social stress, WGCNA

## Abstract

In Golden hamsters (*Mesocricetus auratus*), a two‐week exposure to chronic social stress in adolescence causes acceleration of agonistic behavior, enhanced adult aggression, impaired waiting impulsivity, and higher food intake, body fat, and long‐term increased body weight. In adult rodents, stress is accompanied by widespread alterations in gene expression in the brain. As stress is a potent modulator of both gene expression and behavior, the present research investigated possible mechanistic‐related transcriptomic changes in the lateral, dorsomedial, and arcuate nucleus of the hypothalamus caused by adolescent stress using RNA Tag‐sequencing, as these areas are involved in the regulation of metabolic and motivated behaviors. In each region, there were approximately 250 genes with higher expression compared to controls and 250 genes with lower expression. Many of the most significantly affected genes have been associated with metabolism and sex hormone function. For example, in the lateral hypothalamus, melanocortin 3 receptor, growth hormone releasing factor, both involved in metabolic processes, and neuropeptide VF precursor, involved in growth hormone inhibitory hormone production, were among the most increased in expression in stressed subjects. In the dorsomedial hypothalamus, neuropeptide W, involved in feeding cessation, was significantly decreased in expression in stressed animals. Across both regions, G‐protein coupled receptor 50, involved in thermoregulation, sleep, and sex‐related mood disorders, was significantly altered, but in opposite directions. In the arcuate nucleus, a number of blood brain barrier‐ and inflammation‐related genes were altered as well. Furthermore, there were consistent patterns of genetic ensembles identified through gene ontology analysis and weighted gene correlation network analysis that were altered across each region. Many of these involved roles in RNA processing, DNA methylation, myelination, and synaptic organization. These findings reinforce prior behavioral, hormonal, and metabolic changes observed in this developmental model, and help guide future directions of research related to the negative consequences of early life stress.

## 1 INTRODUCTION

Stress is an unavoidable circumstance to which species have developed various coping strategies, such as conditioned avoidance or learned helplessness.^1^, ^2^, ^3^, ^4^ These behaviors are malleable and related to prior experience and time of exposure, and can be adaptive or maladaptive depending on the following life circumstances. It is well known that prior stressful experiences during childhood and adolescence increase the likelihood of adult behavior, mood, and health disorders.^5^, ^6^, ^7^, ^8^ Additionally, in many humans, chronic stress tends to cause increased consumption of high‐calorie foods, though in a smaller set of individuals, it promotes anorexic behaviors,^9^, ^10^, ^11^ which is also related to fetal or childhood experiences. For example, individuals that experienced abuse or higher numbers of adverse childhood events, such as domestic violence at home, have a higher likelihood of being overweight as adults.^8^, ^12^, ^13^, ^14^

One well‐characterized example of this phenomenon in an animal model is the differential response to social defeat stress in adult and adolescent Golden hamsters (*Mesocricetus auratus*). In adult Golden hamsters, a single loss causes conditioned defeat behaviors, in which losers/subordinate individuals show reduced aggression to conspecifics and likely lose any altercations in the future.^3^, ^15^ Adult social defeat causes widespread *c‐Fos* expression throughout the brain, including the hypothalamus,^16^ and persists through 7 days of chronic defeat in this species.^17^ In adults, a single defeat also induces differential expression of over 500 gene transcripts in the basolateral amygdala.^18^ Increasing the expression of genes in the medial prefrontal cortex via histone deacetylase inhibition also enhances social defeat behaviors in adults, while inhibition of acetylation reduces them.^19^

Conversely, chronic exposure to social stress in adolescence leads to different behavioral outcomes in male, but not necessarily female, Golden hamsters.^20^, ^21^ Instead of presenting conditioned defeat, previously stressed individuals are more likely to attack smaller opponents once they reach adulthood.^21^, ^22^ This stressed phenotype includes an acceleration of the maturation of agonistic behavior from play fighting to aggression,^21^ selective avoidance and enhanced risk assessment behaviors,^23^ altered motor impulsivity,^24^, ^25^ accelerated weight gain, higher food intake, enhanced body fat, long‐term increased body weight, and altered food‐related preference behaviors.^26^, ^27^ Additionally, adolescent stress alters innervation in a variety of systems involved in these behavioral and metabolic outcomes, including vasopressin, serotonin, and orexin.^22^, ^28^ Clearly, a large number of behavioral and homeostatic‐regulatory systems are impacted by adolescent stress.

In the present study, we used a global transcriptomic approach to identify potential gene targets in the hypothalamus that may be expressed due to chronic social stress exposure in adolescent male hamsters. We focused on three hypothalamic regions for analysis: lateral hypothalamus (LH), dorsomedial hypothalamus (DMH), and arcuate nucleus of the hypothalamus (ARC). We chose these regions as they are reciprocally connected and contribute to a variety of behaviors and homeostatic mechanisms that are altered in the adolescent stressed hamster model.^29^, ^30^ The ARC and LH exert major influence over food intake and body weight, with the ARC monitoring internal energy states and sending signals to the LH, which then act downstream to influence appetitive and ingestive behaviors.^31^, ^32^ Specific cell populations in the LH, such as orexin/hypocretin, also influence reward‐related behaviors, both of which are altered by stress in adolescent hamsters.^24^, ^28^, ^33^ The DMH is also involved in appetitive and homeostatic behaviors,^34^, ^35^ as well as sex hormone production,^36^ which is downregulated after stress exposure in male adolescent Golden hamsters.^37^

We predicted a number of genes or gene modules related to aggressive behavior, reward and decision making, metabolic processes, and development‐related genes to be altered in stressed subjects. Specifically, given the phenotypic changes pertaining to food intake and metabolism that are observed in socially defeated adolescent hamsters, we hypothesized enhanced transcriptional changes to orexigenic processes and decreased expression related to anorexigenic processes.

## 2 METHODS

### 2.1 Animals and housing

Golden hamsters (*M. auratus*) were bred in the laboratory from a colony initially obtained from Harlan Sprague–Dawley (Aura strain, Indianapolis, IN) and kept at the Animal Resource Center, an AAALAC‐accredited facility. All procedures were consistent with NIH guidelines and approved by the IACUC from the University of Texas at Austin. Each litter was culled to six pups, including males and females, on postnatal day 7 (P7). On P25, all male animals were weaned and single‐housed in Plexiglas cages (19 W x 43.2D x 26.5H cm) enriched with cotton pads for nesting materials and food piles, as this species hoards food in natural and laboratory environments.^38^, ^39^

The animals were kept in a reverse light cycle (14L–10D, lights off at 10:00 a.m.) and received food [Prolab RMH 1800 5LL2 rodent diet, Lab Supply, Dallas‐Fort Worth, TX (3.15 kcal/g; 21.2% protein, 13.7% fat, 65.1% carbohydrate)] and water ad libitum. For habituation prior to and during behavioral tests, diet was supplemented with banana‐flavored food pellets [Dustless Precision Pellets®, 45 mg, Primate Purified Diet, Banana flavor, Bio Serv, Flemington, NJ (3.45 kcal/g; 20.2% protein, 6.3% fat, 52% carbohydrate)] as part of conditioning protocols. All behavioral procedures occurred between 11:00 a.m. and 3:00 p.m., Zeitgeber time 15 to 18–1 to 4 h into the dark/active cycle. Starting 2 days before the stress and control procedures, hamsters were weighed and had all food removed from their home cages and weighed, then “topped off” to 80 g. Weighing always occurred prior to stress or control procedures. This process was repeated every 2 days until the end of the stress period. Similar to other studies,^26^, ^40^, ^41^ we analyzed food intake as cumulative food eaten over time. In this experiment we focus on male hamsters, as adolescent social stress exposure in females does not chronically alter cortisol levels or accelerate the development of agonistic behavior as it does in males, suggesting adolescent females habituate to repeated social stress.^20^

### 2.2 Social stress

From P28 to P42, hamsters underwent either daily social stress or control handling procedures. This period corresponds to early puberty in this species.^42^ Experimental animals (Stressed) were placed in the home cage of an adult, experienced fighter male for 20 min.^21^, ^22^ To control for handling and new‐cage exposure, control subjects (Control) were placed into an empty, clean cage for 20 min (Figure 1A). Adolescents were rotated through seven adult males, such that they did not meet the same male more than twice and did not form a stable relationship with any of them. While control animals eventually habituate to this process, the subjugated animals do not and continue to show a stress response at P42.^45^ All animals were checked for injuries after resident‐intruder interactions, though none occurred as fights between Golden hamsters rarely cause injuries.^46^

**FIGURE 1:**
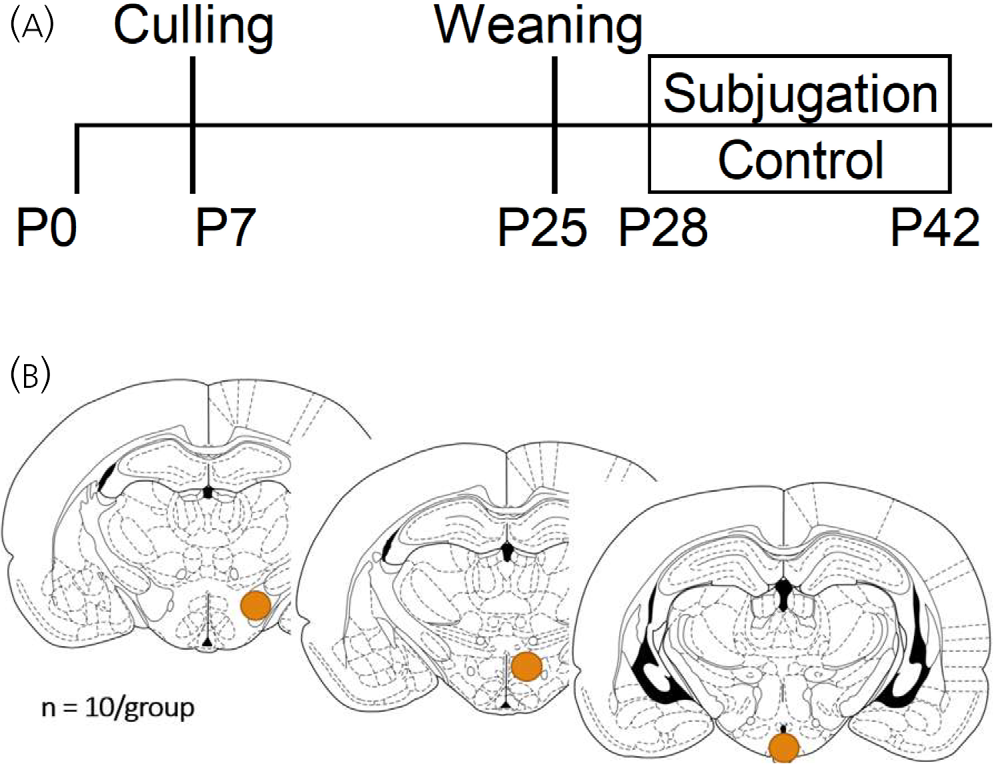
Experimental timeline and regions of interest. (A) Diagram of experimental timeline. Postnatal day 0 (P0) represents birth. Litters were culled to 6 hamsters on P7 and weaned to individual housing on P25. Social Stress or Control procedure exposure occurred from P28 to P42. Animals were sacrificed on P43. (B) Depiction of regions punched for Tag‐seq. Left to right, lateral hypothalamus, dorsomedial hypothalamus, and arcuate nucleus of the hypothalamus. Punches were taken bilaterally. Brain drawings here are from the Paxinos and Watson Rat Brain Atlas,^43^ though a hamster atlas^44^ was used to guide tissue collection.

During stress, an observer recorded behaviors from the adult resident and the juvenile intruder. These recordings included the number of attacks by the resident, the number of times the resident chased the intruder, the number of times the intruder displayed his tail up (a mildly submissive posture), the number of times the intruder laid on his back without the resident's physical influence (a highly submissive posture), and the number of times the resident flank marked his home cage. On average, Stressed subjects received 0–2 attacks per day, displayed 1–3 tail up behaviors per day, and 0–1 of the other recorded social behaviors were scored, similar to previously reported data.^28^ Prior research has shown little correlation between these behaviors and metabolic metrics,^26^ food conditioned place preference behaviors^27^ or orexin innervation in a variety of brain regions^28^; thus, they were not a major focus of analysis and were primarily recorded to ensure defeat of the intruder.

### 2.3 Tissue collection and RNA extraction

Twenty subjects total were used in this analysis (10 Control, 10 Stressed). Subjects were rapidly decapitated 24 h after final stress or control exposure, and brains were flash frozen on dry ice. Tissue was stored at −70°C until tissue punching. White adipose tissue deposits from mesenteric, epididymal, inguinal, and retroperitoneal areas were extracted and weighed, as described in previous studies.^26^, ^40^ The sum total of these is reported below alongside other recorded metabolic measures.

Brain regions were identified using a Golden Hamster stereotaxic brain atlas.^44^ Tissue was sectioned using a cryostat (Leica Biosystems, Deer Park, IL) at 300 μm, then extracted with a Stoelting 0.75 mm tissue punch (Stoelting, Wood Dale, IL, Cat. No. 57401) centered on regions of interest: lateral hypothalamus (LH) (bregma −2.0 mm), dorsomedial hypothalamus (DMH) (bregma −2.3 mm), and arcuate nucleus of the hypothalamus (ARC) (bregma −2.9 mm) (Figure 1B). Bilateral punches were taken from two sections for each region per animal and pooled for sampling. Samples were homogenized in 100 μL lysis buffer (Thermo Fisher Scientific, Waltham, MA; MagMax Total RNA isolation kit, Cat. No. A27828) with 0.7% beta‐mercaptoethanol by vortexing at 3000 rpm speed for 15–20 s. Lysates were incubated at room temperature for 5 min and stored at −80°C until RNA extraction. Once dissection of all individuals was completed, we proceed to RNA extraction using the KingFisher Flex (Thermo Fisher Scientific, Cat. No. 5400630l) with an additional DNase step to remove DNA contamination added according to the manufacturer's protocol. Samples from each brain region of all animals were extracted in the same batch. RNA quality was determined using RNA 6000 Nano Assay with BioAnalyzer (Agilent Technologies, Santa Clara, CA) and RNA concentration was determined with Quant‐it RNA High Sensitivity assay kit (Thermo Fisher Scientific, Cat. No. Q33140). RNA samples were normalized to 100 ng/μL and stored at −80°C before sequencing.

Samples were submitted to the Genome Sequence and Analysis Facility at the University of Texas at Austin for Tag‐based RNA sequencing (Tag‐seq). This method is an efficient and cost‐effective approach specifically designed to measure abundances of polyadenylated transcripts, yielding highly reliable data for differential gene expression analysis in well‐annotated genomes.^47^, ^48^ It requires very few sequencing reads and is resilient to variation in sample integrity.^49^ While it does not yield complete RNA sequences, including splice variants (i.e., coding and non‐coding RNA), it is suitable for identifying coding genes that are differentially expressed. With these transcriptome profiles, we identified differentially expressed genes (DEGs) between Stressed and Control hamsters. All samples were processed in the same batch throughout the process. Libraries were constructed with a protocol modified from references 47, 48. Reads were sequenced on the NovaSeq 6000 SR100, with minimum reads of 4 million and the target reads per sample of 5 million.

### 2.4 Data analysis

All statistical analyses were completed using R v4.3.2.^50^, ^51^

#### 2.4.1 Metabolic and stress metrics analysis

Welch's *t*‐tests were used to assess pairwise mean group differences in metabolic metrics, which included: body weights, food intake, rate of weight gain, food efficiency (grams of weight gained/grams of food eaten), and fat mass. Welch's *t*‐tests reported as [mean ± standard deviation; *t*(df) *t* value with estimated degrees of freedom; *p* = *p* value with *α* = .05, two‐tailed, *d* = effect size using Cohen's *d*]. Trends (*p* < .1) are also reported and discussed further below.

Behaviors recorded during social stress were correlated with the top 10 most differentially expressed genes (the five genes with the highest positive and negative relative expression, determined by highest absolute log2FC and eFDR <0.05, described below). Only average attacks received by the intruder, tail‐ups displayed by the intruder, and scent markings from the resident were correlated, as the other behaviors occurred with too little frequency for valid correlation. All comparisons were made with Spearman correlation, as gene expression data was not normally distributed, and Holm‐corrected for multiple comparisons.^52^, ^53^, ^54^

#### 2.4.2 Bioinformatics analysis

Raw RNA reads were processed to obtain gene count data by following the TagSeq data processing pipeline provided based on references 47, 48. Briefly, a customized perl script utilizing FASTX‐Toolkits and CUTADAPT 2.8^55^ was used to remove reads with a homo‐polymer run of “A” ≥8 bases and retain reads with a minimum 20 bases while removing PCR duplicates. Processed reads were then mapped to the annotated BCM_Maur_2.0 *M. auratus* genome, which has over 97% mapped reads and 21,616 annotated protein‐coding genes and 10,459 annotated noncoding genes,^56^ using Bowtie2 and STAR.^57^ Differential gene expression analysis was conducted using the Bioconductor package limma.^58^ For each brain region, we conducted principal component analysis filtered gene counts data (filtered out genes with less than 10 counts for each sample) to visually inspect for outliers. 

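Principal components were computed for the 20 libraries of each region from log2 CPM with TMM scaling, a prior count of 2 and the genes with at least 10 counts in at least 1 library. In the LH, the first component held 21.6% of the variance, and the Control library of animal KM193 scored -103.79 on it, against -21.1 for the next lowest library and 15.9 for the highest. That library also had the lowest number of counts on genes, 491154. On the second LH component, with 9.38% of the variance, the Control library of animal KM209 scored -58.5 and the next lowest library -22.8. In the DMH, the first component held 14.8% of the variance and its scores ran from -47.1 to 26.7. In the ARC, the first component held 28.5% of the variance, and the lowest scores were -56.8 and -50.8, in the Stressed libraries of animals KM210 and KM203. The next lowest were -48.3 and -42.9, in the Control libraries of animals KM208 and KM193.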

No outliers were detected for any region. Filtered read counts were then normalized to account for different library sizes among samples with a voom transform. Differentially expressed genes were identified between Control and Stressed subjects. We adjusted the raw *p*‐value via empirical false discovery rate (eFDR).^59^ To estimate eFDR, we permuted sample IDs 5000 times and obtained a null distribution of *p*‐values. The significance threshold for differentially expressed genes (DEGs) was set as a log 2‐fold change of 1.2 (a 15% difference) with an eFDR of 5% (*p* < .05). We also performed Gene Ontology (GO) analysis to explore differences among identified DEGs within functional modules between groups using the clusterProfiler R package.^60^ Regions were validated by separation in principal component analysis (Figure S1) and the presence of marker genes that are well known to be in these regions (*hcrt* in the LH, *npvf* in the DMH, and *npy* in the ARC).^61^, ^62^, ^63^

#### 2.4.3 Weighted gene co‐expression network analysis (WGCNA)

Weighted gene co‐expression network analysis (WGCNA) was performed using the WGCNA R package.^64^ WGCNA constructs Pearson correlation matrices of RNA expression and clusters highly co‐expressed genes into several modules. WGCNA then examines the association between given experimental factors and module eigengenes (MEs), assigned to colors, which are the first component from the principal component analysis (PCA) for each module. WGCNA further calculates module membership for each gene. Module membership (MM) is measured as the Pearson correlation between the gene expression level and the module eigengene, with an absolute value of module membership close to 1 indicating that the gene is highly connected to other genes in the module. Gene counts were normalized with the DESeq2 package and genes that had low expression counts (<15) in more than 75% of samples were filtered out prior to network construction. Each WGCNA model was constructed in signed hybrid mode. Power was selected by selecting a value with scale‐free topology model fit above 0.8 with a minimal mean connectivity (12 for LH, 10 for DMH, and 6 for ARC). We tested whether each module eigengene was significantly different between groups using linear regression models, which is useful for identifying differential associations of functional modules and has been used in other WGCNA analysis^65^, ^66^ and report modules that are statistically significant between group (*b* = beta coefficient ± standard error; *p* = *p*, with *α* = .05, two‐tailed). We performed GO analysis on these modules to identify functions of independently clustered modules. Finally, we extracted hub genes with very high functional module membership.

## 3 RESULTS

### 3.1 Metabolic metrics

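Body weight, food intake and fat were recorded in 10 Control and 10 Stressed subjects, the animals whose brains were punched for sequencing, and the authors deposited each animal's values. Weights at P28 and P42, food eaten, and the mass of each of 4 fat pads were in grams. The rate of weight gain was a percent of the weight at P28, and food efficiency was the ratio of grams gained to grams eaten. Each value stands for 1 animal and was used as deposited, without normalization or exclusion. Group means were compared with a two-sided permutation test of 100000 resamples, and p values were adjusted by the Benjamini-Hochberg method over 13 measures. Effect sizes are Cohen's d. Welch's test, which the paper used, put each of these comparisons but one, the food hoarded, on the same side of 0.05.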

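At P28, Control subjects weighed 56.4 g ± 5.93 (SD, n = 10) and Stressed subjects 57.5 g ± 6.00 (SD, n = 10), a difference of 1.10 g (permutation test, p = 0.712). This difference was -0.0556 g without Control animal KM204, the lightest of the Control group. At P42, the medians were 84.5 g in Control and 92.5 g in Stressed, with ranges of 68 to 92 g and 75 to 111 g. The difference in mean weight of 8.00 g was within the spread of the Stressed group (permutation test, p = 0.0974, adjusted p = 0.141), and 7 of 10 Stressed subjects lay above the Control mean. With each animal left out in turn it ran from 5.87 to 9.87 g. The permutation p was 0.0352 without Stressed animal KM197 and 0.0439 without Stressed animal KM203. Stressed subjects were 9.55% heavier.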

There were no group differences in body weight at P28, and Stressed subjects trended heavier at P42 [Control: 83.8 g ± 7.66; Stressed: 91.8 g ± 11.9; *t*(15.35) = 1.78, *p* < .094, *d* = 0.80], with Stressed subjects weighing about 10% more than controls. 

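Percent gain from P28 to P42 ran from 36.4% to 58.2% in Control and from 46.6% to 65.7% in Stressed subjects. The means differed by 10.5 percentage points (permutation test, p = 0.00438, adjusted p = 0.0569 over the 13 measures, d = 1.49), more than the SD of either group, and 8 of 10 Stressed subjects lay above the Control mean. Leaving out each animal in turn gave differences of 9.10 to 11.9 points and p values of 0.00168 to 0.00946. In grams, Control subjects gained 27.4 g ± 3.75 (SD, n = 10) and Stressed subjects 34.3 g ± 6.48 (SD, n = 10), with 7 of 10 above the Control mean (permutation test, p = 0.0121, adjusted p = 0.0787).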

The rate of weight gain was significantly higher in Stressed subjects [Control: 48.89% ± 7.08; Stressed: 59.38% ± 7.01; *t*(18.00) = 3.33, *p* < .01, *d* = 1.49]. 

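The summed mass of the 4 pads ran from 3.49 to 6.58 g in Control and from 3.38 to 10.2 g in Stressed subjects, and the means differed by 1.63 g (permutation test, p = 0.0566, adjusted p = 0.0920), with 7 of 10 Stressed subjects above the Control mean. This p depended on single animals. It was 0.0465 without Control animal KM195, and 0.0145, 0.0302, 0.0482 and 0.0377 without Stressed animals KM199, KM203, KM206 and KM211. The highest p with any single animal left out was 0.111. Inguinal fat was 2.14 g ± 0.426 (SD, n = 10) in Control and 2.84 g ± 0.887 (SD, n = 10) in Stressed (permutation test, p = 0.0373). Mesenteric fat was 1.21 g ± 0.261 and 1.64 g ± 0.557 (p = 0.0439), and retroperitoneal fat was 0.205 g higher in Stressed (p = 0.0478). For these 3 pads the adjusted p was 0.0888, with 7, 7 and 8 of 10 Stressed subjects above the Control mean, and leaving out single animals moved the p to as much as 0.0725, 0.0857 and 0.0905. Epididymal fat was 1.39 g ± 0.335 and 1.68 g ± 0.608 (p = 0.203). Fat as a percent of body weight was 6.16% ± 0.909 in Control and 7.47% ± 2.31 in Stressed (p = 0.115). The difference of 1.30 points was 0.825 without Stressed animal KM197 and 1.76 without Stressed animal KM199 (p = 0.0122).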

Body fat total at P42 trended higher in Stressed hamsters [Control: 5.21 g ± 1.13; Stressed: 6.83 g ± 2.25; *t*(13.27) = 2.04, *p* = .062, *d* = 0.91]. Despite no group difference in total food intake, Stressed subjects had enhanced food efficiency (gaining more weight per gram of food eaten) [Control: 0.162 ± 0.025; Stressed: 0.191 ± 0.028; *t*(17.75) = 2.42, *p* < .05, *d* = 1.09] (Figure 2).

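Total food eaten was 171 g ± 29.4 (SD, n = 10) in Control and 179 g ± 19.7 (SD, n = 10) in Stressed subjects (permutation test, p = 0.505). The difference of 7.70 g was smaller than the SD of either group. Food efficiency ran from 0.116 to 0.209 in Control and from 0.143 to 0.234 in Stressed. The means differed by 0.0290 g gained per g eaten (permutation test, p = 0.0267, adjusted p = 0.0888), and 8 of 10 Stressed subjects lay above the Control mean. Without Control animal KM193, Stressed animal KM194 or Stressed animal KM205 the unadjusted p was 0.0531, 0.0520 and 0.0526. The paper states enhanced food efficiency in Stressed subjects, as weight gained per gram eaten, despite an intake that did not differ between groups.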

**FIGURE 2:**
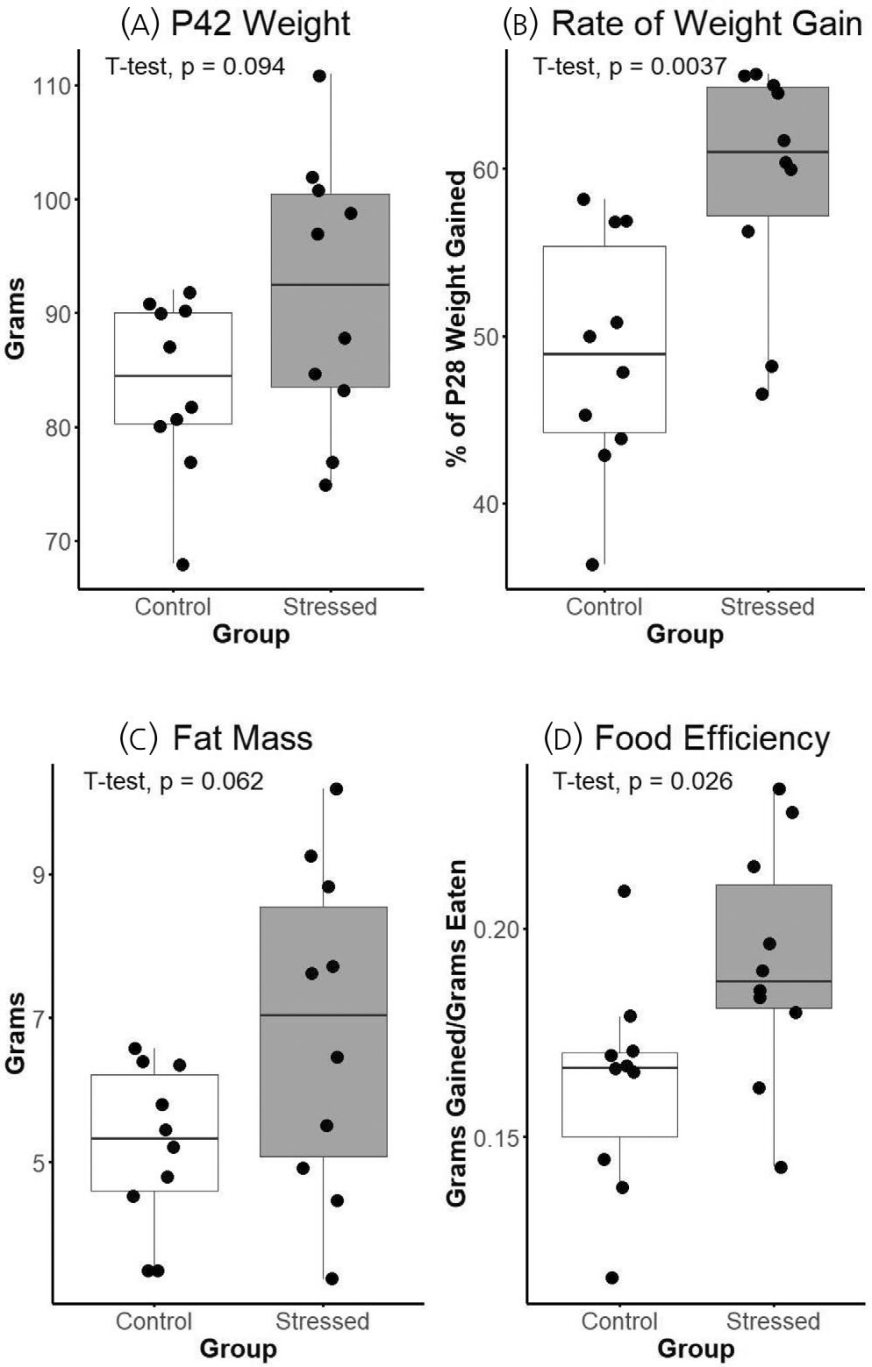
Boxplots of metabolic measures between Stress and Control subjects. (A) Body weight at P42 in grams. (B) Percent of weight at P28 gained by P42. (C) Total mass of white adipose tissue pads collected in grams. (D) Total food efficiency over stress period as grams of weight gained divided by grams of food eaten. Boxplots are depicted with median line and first and third quartile ranges in boxes, with 95% range as whiskers. Points represent the y‐axis value of each subject. Significance results of Welch two‐sample, two‐tailed *t*‐tests are reported for each measure.

### 3.2 Stressed hamsters show differential gene expression in hypothalamic nuclei

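Tag-seq libraries were made from punches of the LH, DMH and ARC of 10 Control and 10 Stressed subjects, which gave 20 libraries per region and 60 in all. The authors removed PCR duplicates and short or poly-A reads, mapped the rest to the BCM_Maur_2.0 genome and deposited the number of reads counted on each gene, without normalization. The table lists 32340 genes in a fixed order, followed by 5 summary counts that name no gene. The files do not pair these genes with symbols, so genes are described here by region, direction and rank. The summary counts, 33.9% of all counts, were left out of library sizes and tests. In the LH, between 491154 and 1554411 reads were counted on genes in Control libraries (median 1194222) and between 1046684 and 1764863 in Stressed libraries (median 1532927). In the DMH, the ranges were 1068005 to 1774487 (median 1605679) and 1247167 to 1821532 (median 1507380), and in the ARC 1336767 to 2080643 (median 1680701) and 1080810 to 1856828 (median 1703479). The paper states a minimum number of sequenced reads per sample; the counts here remain after the authors' removal of reads, their totals with the summary counts were 852391 to 3001706 per library, and 0 of 60 totals reached that minimum. Genes with at least 10 counts in at least 1 library of a region were tested in that region's 20 libraries alone. Counts were scaled by TMM, and limma's voom fit gave the p and log2 fold change for the paper's threshold, an unadjusted p under 0.05 with a log2 fold change of at least 0.2 in size. For its permuted p (eFDR), limma's own unadjusted p was used. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment showed what held over all genes tested, and log2 fold changes are of Stressed over Control.

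**Figure D1:**
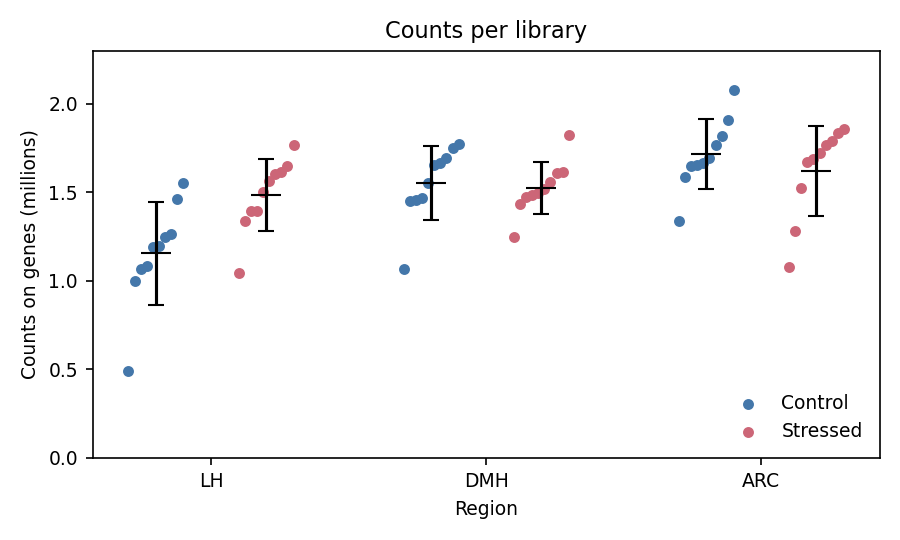
Counts on genes in each library for Control (blue) and Stressed (red) subjects in the LH, DMH and ARC; each point is 1 library, and the bars show the mean and SD of 10 libraries. In the LH the mean was 1155887 in Control and 1486761 in Stressed libraries, and the lowest point is the LH Control library of animal KM193.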

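Of 12561 genes tested in the LH, 626 passed the paper's threshold in limma, 330 higher and 296 lower in Stressed subjects, or 4.98% of the genes. The median size of their log2 fold change was 0.46. At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 genes, limma 0 and DESeq2 1, where 641, 642 and 686 genes had an unadjusted p under 0.05. LH libraries were simulated with 200 changed genes of at least 20 counts on average, at log2 changes of 0.5, 1, 1.5 and 2. Of the changes of 1, edgeR called 90%, and of those of 0.5, 46%. Many large changes at once ease the adjustment, so recovery of a few isolated changes would be lower and was not simulated. The gene with the smallest p among those higher in the LH had 3.56 CPM ± 2.44 (SD, n = 10) in Control and 11.4 CPM ± 3.11 (SD, n = 10) in Stressed libraries. Its log2 fold change was 1.72 (SE 0.33, adjusted p = 0.0991 from edgeR's quasi-likelihood test), it lay above the Control mean in 10 of 10 Stressed libraries (permutation test, p = 3e-05), and it rested on 1 to 25 counts per library. DESeq2 called it, with an adjusted p of 0.00222, and edgeR's adjusted p ran from 0.0143 without Control animal KM207 to 0.288 without Control animal KM198, with 1 other value under 0.05 (0.0343 without Stressed animal KM211). In one edgeR fit of all 60 libraries it was 0.548. The gene with the smallest p among those lower in the LH had 481 CPM ± 92.7 in Control and 301 CPM ± 128 in Stressed libraries, a log2 fold change of -0.67 (SE 0.16, edgeR adjusted p = 0.481), lower in 9 of 10 (permutation test, p = 0.00179). Its adjusted p was 0.0250 without Stressed animal KM211, and its unadjusted p was 0.0989 in one edgeR fit of all 60 libraries.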

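Stressed LH libraries had more counts on genes than Control ones (permutation test, p = 0.00599, 9 of 10 above the Control mean), and more genes with a count, 15014 ± 356 (SD, n = 10) against 14290 ± 774 (p = 0.00482). The 10 most abundant genes took 7.76% ± 0.619 of their counts, against 8.99% ± 1.39 in Control (p = 0.0111). Of the 626 genes, 52.7% were higher in Stressed with TMM scaling, and of the 655 that passed without it, 64.7%. As a ratio, the fold threshold moved the number most, to 34 genes at a log2 fold change of 1.2. With no filter on low counts, 1943 of 19975 genes passed, 409 higher and 1534 lower. Across the 12561 genes, which are not independent replicates, the LH log2 fold change correlated with the log2 ratio of DMH to LH expression (Pearson r = 0.312, Spearman rho = 0.325) and with that of ARC to LH (r = 0.245, rho = 0.271).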

In the LH, out of 11,354 genes, 271 genes had higher relative expression in Stressed subjects, and 254 genes had lower relative expression in Stressed subjects compared to Controls. In Figure 3A, volcano plots of gene expression and a selection of DEGs with the highest log 2‐fold change and lowest eFDR are highlighted, separated by increased and decreased relative expression. Values of log2FC and eFDR for top genes across all regions are reported in Table 1. 

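Ranked by the size of limma's log2 fold change among genes past the threshold, the top 20 genes included 17 higher in Stressed in the LH, 11 in the DMH and 6 in the ARC. The largest increase was 2.23 (SE 0.79) in the LH, 1.59 (SE 0.47) in the DMH and 1.98 (SE 0.94) in the ARC. Without Control animal KM208 the largest in the DMH was 2.44. The largest decrease was -1.73 (SE 0.76), -1.88 (SE 0.58) and -2.05 (SE 0.52). The gene ranked last of the 20 changed by 1.31, 1.35 and 1.39 in size. Most of these genes were read at low depth: 11 of the 20 in the LH, 16 in the DMH and 19 in the ARC had a mean under 5 CPM, where 10.7%, 11.3% and 12.5% of all genes tested in the region did. None of the 20 in a region could be matched by name to those the paper lists.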

Gene Ontology (GO) terms are also reported in Figure 3, displaying functional modules associated with clusters of highly differentially expressed genes. 

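In the DMH, 576 of 12979 genes tested passed the threshold, 294 higher and 282 lower, with a median size of change of 0.46 on the log2 scale. By edgeR's quasi-likelihood test, limma and DESeq2 alike, 0 genes had an adjusted p under 0.05, and the unadjusted p was under 0.05 for 578, 622 and 553 genes. Of the 576, 422 also passed the same threshold by edgeR. The gene with the smallest p among those higher had 106 CPM ± 11.8 (SD, n = 10) in Control and 130 CPM ± 11.2 in Stressed libraries, and a log2 fold change of 0.29 (SE 0.076, edgeR adjusted p = 0.996), higher in 10 of 10 (permutation test, p = 0.0004). The gene with the smallest p among those lower had 52.8 CPM ± 16.1 and 34.0 CPM ± 5.96, a log2 fold change of -0.63 (SE 0.15, edgeR adjusted p = 0.996), lower in 10 of 10 (permutation test, p = 0.00237). The DMH library of Stressed animal KM203 lay closer to the mean of the LH libraries than to that of the DMH, and without it 421 genes passed.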

In the DMH, out of 11,350 genes, 309 genes had higher relative expression in Stress, and 238 genes had lower relative expression in Stress compared to Controls (Figure 3B). 

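In the ARC, 623 of 13280 genes tested passed the threshold, 323 higher and 300 lower, with a median size of change of 0.40 on the log2 scale. At an adjusted p under 0.05, edgeR's quasi-likelihood test, limma and DESeq2 each called 0 genes, against 667, 694 and 655 at an unadjusted p under 0.05. By edgeR, 471 of the 623 also passed. The gene with the smallest p among those higher rose from 4.36 CPM ± 2.10 (SD, n = 10) in Control to 11.3 CPM ± 5.35 in Stressed libraries, a log2 fold change of 1.36 (SE 0.30, edgeR adjusted p = 0.641), in 10 of 10 libraries (permutation test, p = 0.00063), on 2 to 35 counts per library. The gene with the smallest p among those lower went from 47.9 CPM ± 8.16 to 33.5 CPM ± 6.13, a log2 fold change of -0.52 (SE 0.11, edgeR adjusted p = 0.641), in 10 of 10 libraries (permutation test, p = 0.00016). With each animal left out in turn, the number passing ran from 434 without Stressed animal KM197 to 963 without Stressed animal KM203. It was 988 with voom's sample quality weights.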

In the ARC, out of 11,444 genes, 216 genes had higher relative expression in Stress, and 214 genes had lower relative expression in Stress compared to Controls (Figure 3C). We also performed an overlap and incongruence analysis on DEGs, compiling genes that were up‐ or down‐expressed in multiple regions in Table 2, and genes that showed differential increased or decreased expression between multiple regions in Table 3. 

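By limma's unadjusted p, 0 genes passed the threshold in the same direction in all 3 regions, and 46 did in at least 2, 19 of them higher and 27 lower in Stressed subjects. The LH and DMH shared 18 of these genes, the LH and ARC 14, and the DMH and ARC 14. With edgeR's unadjusted p in place of limma's, 45 genes were shared by at least 2 regions and 2 by all 3, of which 1 was higher and 1 lower. Neither can be matched to a symbol. In all, 1735 genes passed the threshold in at least 1 region.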

Only one gene, *Zfp36*, had increased expression across all 3 regions in Stressed subjects, and 33 other genes shared some overlap across multiple regions. 

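Of the genes that passed in more than 1 region, 44 were higher in one and lower in another: 19 between the LH and DMH, 14 between the LH and ARC, and 12 between the DMH and ARC. The pair counts overlap, because a gene can fall in more than 1 pair. Passing in opposite directions does not itself test the difference, so the stress effect was compared between regions in one edgeR fit of all 60 libraries with 13760 genes. Between the LH and DMH, the LH and ARC, and the DMH and ARC, 0 genes had a stress effect that differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 631, 665 and 724 had an unadjusted p under 0.05. The smallest adjusted p was 0.992, 1.00 and 0.513.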

Forty‐three genes showed incongruent differential expression, having higher relative transcript abundance in one region and lower abundance in another.

**FIGURE 3:**
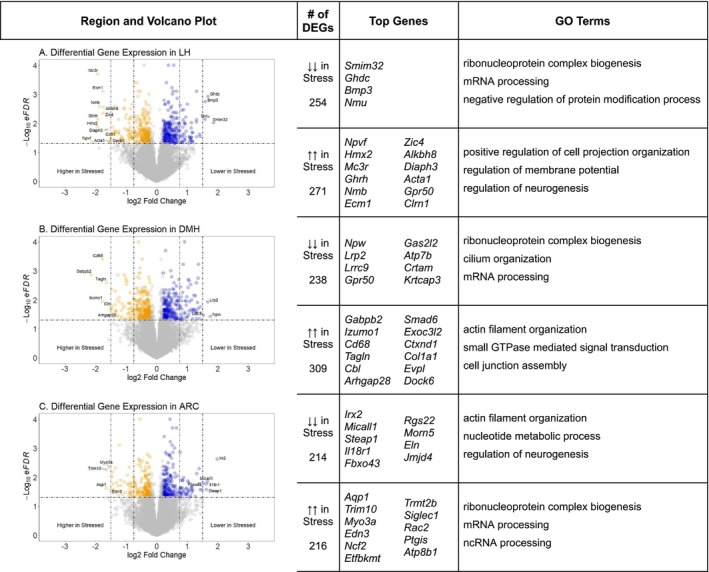
Results of differential gene expression (DEGs) in (A) lateral (LH), (B) dorsomedial (DMH) and (C) arcuate nucleus (ARC) subregions of the hypothalamus. Genes were determined to be differentially expressed if the log2 Fold Change was ≥|0.2| and significant (eFDR) <0.05. Top genes were identified as the greatest absolute value log2FC with an eFDR <0.05 (dashed horizontal line). Dashed vertical lines at |0.75| and |1.5| are included to illustrate numbers of genes at different ranges of change. ↑↑ indicates increased relative expression, ↓↓ indicates decreased relative expression. Top genes were selected by filtering the highest fold change while having an eFDR <0.05. Functional modules identified by Gene Ontology enrichment analysis (GO terms) are on the right.

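Of the genes past the threshold, 105 in the LH rose and 43 fell by at least 0.75 on the log2 scale, 58 and 90 in the DMH, and 71 and 65 in the ARC. At a size of at least 1.5, the numbers were 9 and 2, 3 and 6, and 5 and 8. A log2 fold change of at least 1.2 in size, the wording of the methods, left 49 genes in the DMH and 36 in the ARC. The log2 of a 1.2-fold change left 554 in the LH, 499 in the DMH and 515 in the ARC.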

**TABLE 1:** Summary of top differentially expressed genes.

LH			DMH			ARC		
Gene	log2FC	eFDR	Gene	log2FC	eFDR	Gene	log2FC	eFDR
*Npvf*	−2.13038	0.0438	*Gabpb2*	−2.14412	0.0014	*Irx2*	1.978426	0.0024
*Hmx2*	−1.93924	0.013	*Izumo1*	−1.78528	0.0114	*Micall1*	1.660793	0.0142
*Mc3r*	−1.93781	0.0004	*Cd68*	−1.76592	0.0004	*Aqp1*	−1.65694	0.024
*Ghrh*	−1.93195	0.0074	*Npw*	1.758465	0.037	*Trim10*	−1.65321	0.0056
*Nmb*	−1.86515	0.0026	*Lrp2*	1.668749	0.0118	*Steap1*	1.627907	0.0266
*Smim32*	1.864586	0.0096	*Tagln*	−1.64991	0.0026	*Il18r1*	1.626486	0.0172
*Ecm1*	−1.75846	0.0008	*Lrrc9*	1.529791	0.034	*Myo3a*	−1.54983	0.0046
*Zic4*	−1.75188	0.0046	*Cbl*	−1.51526	0.0186	*Fbxo43*	1.53378	0.0164
*Alkbh8*	−1.73714	0.0028	*Arhgap28*	−1.50624	0.0246	*Edn3*	−1.52287	0.0268
*Ghdc*	1.679592	0.0012	*Smad6*	−1.48152	0.0044	*Rgs22*	1.487865	0.0272
*Diaph3*	−1.62275	0.0168	*Exoc3l2*	−1.47295	0.0204	*Ncf2*	−1.45757	0.0096
*Bmp3*	1.585725	0.0018	*Ctxnd1*	−1.45043	0.0164	*Etfbkmt*	−1.44306	0.0066
*Nmu*	1.575957	0.0072	*Gpr50*	1.429156	0.0176	*Trmt2b*	−1.43991	0.0272
*Acta1*	−1.53146	0.044	*Col1a1*	−1.42618	0.0312	*Morn5*	1.427706	0.027
*Gpr50*	−1.51998	0.0384	*Evpl*	−1.40366	0.0408	*Siglec1*	−1.42272	0.017
*Clrn1*	−1.51716	0.0364	*Gas2l2*	1.403227	0.045	*Rac2*	−1.4084	0.0288
*Krt77*	−1.46919	0.0246	*Atp7b*	1.367329	0.0006	*Eln*	1.391259	0.005
*Irs4*	−1.45883	0.0054	*Crtam*	1.357569	0.0202	*Jmjd4*	1.387232	0.017
*Isl1*	−1.43804	0.0234	*Krtcap3*	1.356831	0.0018	*Ptgis*	−1.34655	0.0048
*Slc7a14*	−1.43257	0.0136	*Dock6*	−1.35372	0.0148	*Atp8b1*	−1.3178	0.0154

*Note*: Summary of top highly differentially expressed genes across all regions analyzed. Top genes were selected by filtering the highest fold change while having an eFDR <0.05. Positive values indicate lower levels of transcript in Stressed subjects; negative values indicate higher levels in Stressed subjects. eFDR: enhanced false discovery rate, or permuted *p*‐value.

Abbreviations: ARC, arcuate nucleus of the hypothalamus; DMH, dorsomedial hypothalamus; LH, lateral hypothalamus; log2FC, log2 fold change in expression between groups.

**TABLE 2:** Differential gene expression region overlaps.

Gene	Direction	Regions	Description
*Zfp36*	Up	LH, DMH, ARC	Zinc finger protein 36
*Apcdd1*	Up	LH, DMH	Adenomatosis polyposis coli down‐regulated 1
*Armh3*	Up	LH, ARC	Armadillo‐like helical domain containing 3
*Clec2l*	Up	LH, DMH	C‐type lectin domain family 2, member L
*Cpne1*	Up	LH, ARC	Copine I
*Ebpl*	Up	LH, ARC	Emopamil binding protein‐like
*Ecpas*	Up	LH, ARC	Ecm29 proteasome adaptor and scaffold
*Entpd3*	Up	LH, DMH	Ectonucleoside triphosphate diphosphohydrolase 3
*Gpc1*	Up	LH, DMH	Glypican 1
*Ltbr*	Up	DMH, ARC	Lymphotoxin B receptor
*Mrpl3*	Up	DMH, ARC	Mitochondrial ribosomal protein L3
*Mtmr10*	Up	LH, DMH	Myotubularin related protein 10
*Nek8*	Up	LH, ARC	NIMA (never in mitosis gene a)‐related expressed kinase 8
*Npr1*	Up	LH, DMH	Natriuretic peptide receptor 1
*Sprn*	Up	LH, DMH	Shadow of prion protein
*Tchh*	Up	LH, ARC	Trichohyalin
*Angptl4*	Down	LH, ARC	Angiopoietin‐like 4
*Aopep*	Down	DMH, ARC	Aminopeptidase O
*Ccdc18*	Down	LH, DMH	Coiled‐coil domain containing 18
*Clk1*	Down	LH, DMH	CDC‐like kinase 1
*Fos*	Down	LH, ARC	FBJ osteosarcoma oncogene
*Hmgn5*	Down	LH, DMH	High‐mobility group nucleosome binding domain 5
*Icam2*	Down	LH, ARC	Intercellular adhesion molecule 2
*Med9*	Down	DMH, ARC	Mediator complex subunit 9
*Nek3*	Down	DMH, ARC	NIMA (never in mitosis gene a)‐related expressed kinase 3
*Nt5c2*	Down	LH, DMH	5′‐Nucleotidase, cytosolic II
*Parp12*	Down	LH, ARC	Poly (ADP‐ribose) polymerase family, member 12
*Pex12*	Down	LH, DMH	Peroxisomal biogenesis factor 12
*Rad23a*	Down	LH, DMH	RAD23 homolog A, nucleotide excision repair protein
*Rspry1*	Down	DMH, ARC	Ring finger and SPRY domain containing 1
*Smim15*	Down	LH, DMH	Small integral membrane protein 15
*Steap1*	Down	DMH, ARC	Six transmembrane epithelial antigen of the prostate 1
*Tent5a*	Down	DMH, ARC	Terminal nucleotidyltransferase 5A
*Tut1*	Down	DMH, ARC	Terminal uridylyl transferase 1, U6 snRNA‐specific

*Note*: Differential gene expression overlap analysis. Direction indicates if gene transcripts increased or decreased in relative abundance in socially stressed hamsters and in which regions.

**TABLE 3:** Differential gene expression region incongruence.

Gene	Region up	Region down	Description
*Tchh*	LH, ARC	DMH	Trichohyalin
*Abhd14a*	LH	ARC	Abhydrolase domain containing 14A
*Btg1*	LH	DMH	BTG anti‐proliferation factor 1
*Cckar*	LH	DMH	Cholecystokinin A receptor
*Efl1*	LH	DMH	Elongation factor like GTPase 1
*Gjc1*	LH	ARC	Gap junction protein, gamma 1
*Gpr50*	LH	DMH	G‐protein‐coupled receptor 50
*Gtf2h3*	LH	ARC	General transcription factor IIH, polypeptide 3
*Hdac4*	LH	DMH	Histone deacetylase 4
*Htr1b*	LH	DMH	5‐Hydroxytryptamine (serotonin) receptor 1B
*Ift88*	LH	DMH	Intraflagellar transport 88
*Irs4*	LH	DMH	Insulin receptor substrate 4
*Med24*	LH	ARC	Mediator complex subunit 24
*Mustn1*	LH	ARC	Musculoskeletal, embryonic nuclear protein 1
*Nol12*	LH	DMH	Nucleolar protein 12
*Nsun7*	LH	DMH	NOL1/NOP2/Sun domain family, member 7
*Pdyn*	LH	DMH	Prodynorphin
*Rcc1l*	LH	DMH	Reculator of chromosome condensation 1 like
*Riox1*	LH	ARC	Ribosomal oxygenase 1
*Slc16a11*	LH	ARC	Solute carrier family 16 (monocarboxylic acid transporters), member 11
*Slc7a14*	LH	DMH	Solute carrier family 7 (cationic amino acid transporter, y + system), member 14
*Vps18*	LH	ARC	VPS18 CORVET/HOPS core subunit
*Desi1*	DMH	LH	Desumoylating isopeptidase 1
*Dut*	DMH	LH	Deoxyuridine triphosphatase
*Fkbp15*	DMH	LH	FK506 binding protein 15
*Gpr146*	DMH	ARC	G protein‐coupled receptor 146
*Irx2*	DMH	ARC	Iroquois homeobox 2
*Mid1ip1*	DMH	ARC	Mid1 interacting protein 1 (gastrulation specific G12‐like (zebrafish))
*Mss51*	DMH	LH	MSS51 mitochondrial translational activator
*Mtg2*	DMH	LH	Mitochondrial ribosome associated GTPase 2
*Pex7*	DMH	ARC	Peroxisomal biogenesis factor 7
*Sidt1*	DMH	LH	SID1 transmembrane family, member 1
*Skida1*	DMH	LH	SKI/DACH domain containing 1
*Slc9a3r2*	DMH	LH	Solute carrier family 9 (sodium/hydrogen exchanger), member 3 regulator 2
*Smad6*	DMH	ARC	SMAD family member 6
*Tmc7*	DMH	LH	Transmembrane channel‐like gene family 7
*Tph2*	DMH	ARC	Tryptophan hydroxylase 2
*Bmp3*	ARC	LH	Bone morphogenetic protein 3
*Fnbp4*	ARC	DMH	Formin binding protein 4
*Iws1*	ARC	DMH	IWS1, SUPT6 interacting protein
*Snrpb2*	ARC	DMH	U2 small nuclear ribonucleoprotein B
*Stim2*	ARC	DMH	Stromal interaction molecule 2
*Zcchc8*	ARC	DMH	Zinc finger, CCHC domain containing 8

*Note*: Differential gene expression incongruence analysis. First organized by which regions conflicting genes were increased in expression in stressed subjects, then which regions they had decreased relative expression in.

### 3.3 Highly differentially expressed genes do not correlate with subjugation behaviors

None of the correlations between stress behaviors and top 10 differentially expressed genes were significantly different (Figure S3). However, the endothelin‐3 gene *edn3* had the strongest correlations observed, and r values were high in comparison to all three behaviors: average attacks (*r* = 0.689, unadjusted *p* = .028, Holm‐adjusted *p* = 1, *n* = 10), tail‐ups (*r* = −0.789, unadjusted *p* = .007, Holm‐adjusted *p* = .43, *n* = 10), resident scent‐markings (*r* = 0.745, unadjusted *p* = .014, Holm‐adjusted *p* = .84, *n* = 10).

### 3.4 WGCNA reveals co‐expressed gene modules uniquely associated with social stress

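Co-expression modules were rebuilt for each region from the 20 libraries, without use of the group labels. Counts were scaled by median-of-ratios size factors as in DESeq2 and put on a log2 scale with a pseudocount of 1, and genes with at least 15 counts in at least 25% of the libraries were kept. A signed hybrid network with the paper's powers (12 for the LH, 10 for the DMH and 6 for the ARC) gave topological overlaps, which were clustered by average linkage. The paper's text does not state how its trees were divided into modules. Here the height that gave the most modules of at least 20 genes was used, and modules whose eigengenes correlated above 0.75 were to be merged, of which there were none. Each eigengene was compared between groups by a two-sided permutation test of 100000 resamples, with b as the difference of Stressed from Control ± its standard error. Module numbers and genes cannot be matched to the paper's colors. On simulated data of 1200 genes, each of 4 modules of 50 genes was recovered whole, but these modules held 109 to 179 genes and 17 modules were found in all, so unrelated genes were taken in and also formed modules of their own. The numbers of modules found here are therefore not counts of real groups of genes.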

Figure S2 summarizes all WGCNA modules identified. Modules differentially expressed between groups are highlighted in Figure 4, including the GO terms most associated with differentially expressed modules. Genes with high module membership (MM—genes that are most highly correlated with other genes in the module) are also listed. In the LH, WGCNA identified 14 modules of highly correlated genes. Two of these (yellow and magenta) exhibited significant differences in ME expression between groups (Figure 4A). 

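In the LH, 10130 genes gave 43 modules of 20 to 4238 genes, which held 8836 of the genes. The eigengenes of 4 modules differed between groups at an unadjusted p under 0.05. A module of 93 genes was lower in Stressed subjects (b = -0.249 ± 0.0876, permutation test, p = 0.0123), in 9 of 10 of them against the Control mean. Modules of 28 and 25 genes were also lower (b = -0.207 ± 0.0934 in both, p = 0.0362 and 0.0337), and one of 22 genes was higher (b = 0.200 ± 0.0943, p = 0.0362), each in 9 of 10. After Benjamini-Hochberg adjustment over the 43 modules, each of these p values was 0.389, and 0 modules remained under 0.05. With modules of at least 30 genes, 1 of 22 modules differed.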

The yellow module (*b* = −0.224 ± 0.097, *p* < .05) was most strongly associated with myelination and had ME scores that were significantly decreased in the LH. The magenta module (*b* = 0.212 ± 0.099, *p* < .05) was also associated with myelination processes along with cell growth and organization and was increased in stressed individuals.

**FIGURE 4:**
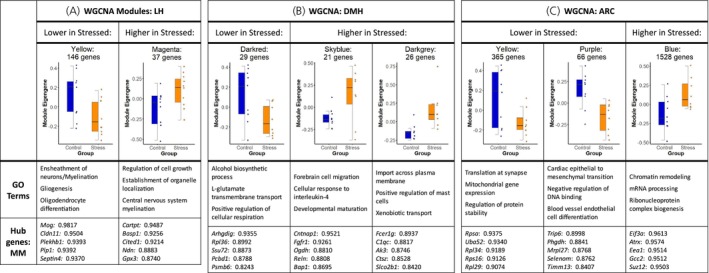
Results of weighted gene coexpression network analysis (WGCNA) in (A) lateral (LH), (B) dorsomedial (DMH) and (C) arcuate nucleus (ARC) subregions of the hypothalamus. All noted modules are significantly differentially expressed between groups, with boxplots of module eigengene values shown per region. Below are Gene Ontology (GO) terms associated with differentially expressed modules and hub genes with the highest module membership (MM).

In the DMH, WGCNA identified 31 modules. Three of these (darkred, skyblue, and darkgrey) were differentially expressed between groups (Figure 4B). 

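In the DMH, 10699 genes gave 90 modules, the largest with 1676 genes. Modules of 43 genes (b = -0.211 ± 0.0930, permutation test, p = 0.0355) and 23 genes (b = -0.206 ± 0.0935, p = 0.0230) were lower in Stressed subjects, in 10 and 8 of 10 of them against the Control mean. A module of 27 genes was higher (b = 0.224 ± 0.0912, p = 0.0259), in 9 of 10. The Benjamini-Hochberg adjusted p of these permutation tests was 0.707 over the 90 modules.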

The darkred module (*b* = −0.251 ± 0.107, *p* < .05) was associated with alcohol‐related bioprocesses and glutamate transport and was decreased with stress. The skyblue module (*b* = 0.254 ± 0.107, *p* < .05) was associated with neuronal development and immune function and was increased in stress. The darkgrey module (*b* = 0.315 ± 0.095, *p* < .01) was also increased in stress and was also associated with membrane transport and immune function.

In the ARC, WGCNA identified 11 modules. Three of these (yellow, purple, and blue) were differentially expressed between groups (Figure 4C). 

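In the ARC, 11009 genes gave 22 modules, the largest with 4943 genes. Modules of 23 genes (b = -0.214 ± 0.0926, permutation test, p = 0.0320) and 21 genes (b = -0.203 ± 0.0940, p = 0.0410) were lower in Stressed subjects, each in 7 of 10 of them against the Control mean. A module of 20 genes was higher (b = 0.261 ± 0.0856, p = 0.00642), in 9 of 10. Adjusted over the 22 modules by the Benjamini-Hochberg method, these permutation tests gave p values of 0.301, 0.301 and 0.141. From several kinds of analysis, the paper proposes myelination and immune function as potential drivers of changes caused by stress.

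**Figure D2:**
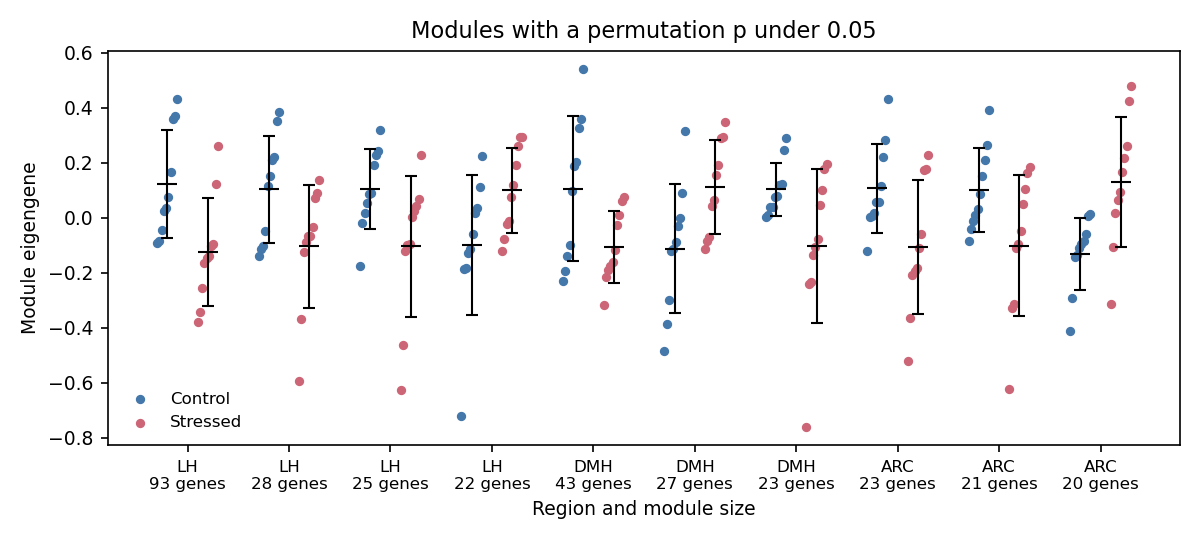
Eigengene values (no unit) of the modules with an unadjusted permutation p under 0.05, labelled by region and number of genes, in Control (blue) and Stressed (red) subjects; each point is 1 library, and the bars show the mean and SD of 10 libraries. The groups overlap in every module, and in the LH module of 93 genes the means are 0.124 and -0.124.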

The yellow module (*b* = −0.235 ± 0.110, *p* < .05) was associated with synaptic function and cellular energy use and was lower in Stressed subjects. The purple module (*b* = −0.321 ± 0.095, *p* < .01) was also lower with Stress and was associated with DNA processing and blood vessel function. The blue module (*b* = 0.262 ± 0.106, *p* < .05) was increased in Stressed subjects and was associated with mRNA processing and epigenetic functions.

## 4 DISCUSSION

Stressed hamsters gained weight at an increased rate, had higher food efficiency, and tended to have more body fat than controls, supporting prior work in this model.^26^ Overall, approximately 500 genes were differentially expressed between groups in each region sampled. 

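Had stress no effect in a region, about 5% of the genes tested would on average have an unadjusted p under 0.05. That share was 5.11% in the LH, 4.79% in the DMH and 5.23% in the ARC by limma. An even spread over 20 bins would put 628 genes in each bin in the LH, 649 in the DMH and 664 in the ARC. The bins held 572 to 687, 596 to 710 and 544 to 777 genes, and the bin of the smallest p values held 642, 622 and 694. The ARC spread was not even: bins from 0.05 to 0.4 held 679 to 777 genes, and those from 0.8 to 1 held 544 to 618. Genes vary together, so a single grouping can lie far from 5%. Other splits of the libraries passed 328 to 1481 (LH), 302 to 1198 (DMH) and 226 to 2044 genes (ARC) at the paper's threshold. The smallest adjusted p was 0.0735, 0.956 and 0.895 by limma. The paper states that the outcome supported its hypotheses of altered genes and modules related to metabolic processes and development.

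**Figure D3:**
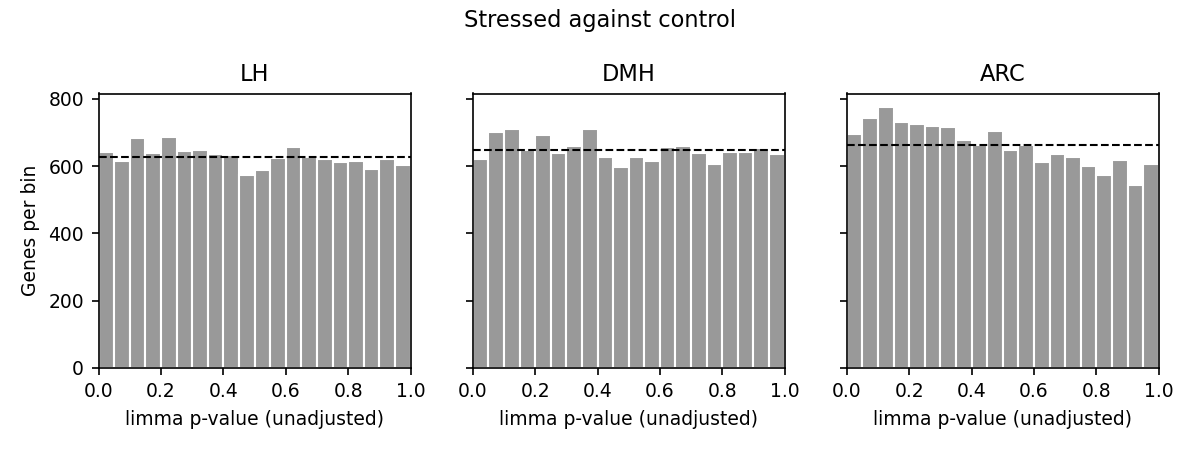
Number of genes per bin of 0.05 of the unadjusted p from limma, Stressed against Control, in the LH, DMH and ARC; the dashed line is the number per bin under an even spread. The first bin holds 642 genes in the LH against 628, 622 in the DMH against 649, and 694 in the ARC against 664.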

In the present analysis, we focused on hypothalamic regions functionally associated with appetite and other metabolic processes. We observed changes in the expression of a number of orexigenic transcripts across regions. Due to prior research in the lab, we had a particular interest in LH orexin/hypocretin, expecting its expression to be elevated in stressed subjects that gain more weight than controls. Interestingly, there was only a trend that LH orexin gene expression (*hcrt*) was increased in stressed subjects. This was not necessarily surprising, given prior results from our lab that suggest stress‐induced differences in orexin are not at the innervation level, but more likely caused by downstream receptor changes or changes to other orexin neuron action potential firing mechanisms, such as upstream inputs or intrinsic traits like resting membrane potential.^28^ However, growth hormone releasing hormone (*ghrh*) transcript was increased in the LH of stressed subjects. It was recently reported that activation of growth hormone receptors in LH orexin neurons promotes their cellular and related behavioral functions,^67^ which could be related to a change in orexin firing, if not orexin expression or innervation. Additionally, the LH WGCNA magenta module that was increased in expression in stressed subjects was also related to cellular growth. Neuromedin U transcript was also decreased in the LH. In rats, this neuropeptide is typically expressed in the arcuate nucleus and has an anorexic influence,^68^ making its possible downregulation in our enhanced eaters unsurprising. Decreased NMU transcript may reflect a compensatory mechanism, as NMU administration induces stress‐response behaviors such as self‐grooming in rats and mice.^69^ Similarly, neuropeptide W (NPW) transcript was decreased in the DMH. NPW activity inhibits food intake and stimulates thermogenesis.^70^ Interestingly, NPW is widely involved in other stress, growth, and sex hormone‐related processes, making it an excellent candidate for further study in this model.^71^, ^72^

Stressed hamsters also had increased relative transcript of Neuropeptide VF precursor (*Npvf*) RNA in the LH. *Npvf* encodes a precursor peptide for RFRP‐3, which makes the increase in the LH and absence of change in the DMH interesting. In hamsters, the occurrence of RFRP‐3 expressing cell bodies can extend to perifornical areas.^73^ While the majority of DMH *Npvf*‐expressing cells did not differ between groups, a subset of these more laterally located neurons has increased expression due to stress. Nevertheless, the possible upregulation of RFRP‐3, the formerly putative gonadotropin inhibitory hormone,^36^, ^73^, ^74^ aligns with prior findings of short‐term, 50% reductions in testosterone in stressed male hamsters.^37^ Stressed adolescent male hamsters also tend to hoard more food,^26^, ^27^ and RFRP‐3 is involved in food hoarding behavior in hamsters, though more so in low estrogen‐state females.^75^ Additionally, in mice, whole hypothalamic *Npvf* expression is decreased in cold temperatures alongside enhanced thermogenesis, regardless of diet, leptin, or body fat,^76^ suggesting it may have a metabolic role independent of RFRP‐3 that yet functionally coordinates with its gonadotropin inhibitory role. Increased *Npvf* transcript may also alter sleep patterns, as *Npvf* expression is necessary for sleep in zebrafish.^77^ Here, *Npvf* may be playing competing roles regarding metabolic processes that require further study.

In the LH, the melanocortin 3 receptor transcript was significantly increased in stressed subjects. *Mc3r* codes for a receptor of melanocyte‐stimulating hormone, which has anorexigenic downstream effects.^78^, ^79^ Since the LH is also the home of α‐MSH containing neurons,^80^, ^81^ increased MC3R RNA suggests a local action altered by stress, potentially in competing homeostatic processes.

We also observed differential up‐ and down‐expression of the orphan receptor G protein‐coupled receptor 50 (*Gpr50*) transcript between the LH and DMH. GPR50 is involved in cellular leptin sensitivity and leptin‐induced thermogenesis in mice.^82^, ^83^, ^84^ These processes are likely altered by stress in hamsters, both in relation to body fat gain and a number of other differentially expressed genes. We observed no *Gpr50* expression in the ARC (which very likely included tissue from the median eminence due to their proximity) despite consistent expression in the median eminence in other rodents and humans,^84^ which could be an artifact of sampling. GPR50 is also necessary for cellular stress‐induced mitochondrial autophagy responses,^85^ deepening its metabolic role. Along this line, the DMH WGCNA darkred module, which is involved in cellular respiration, was also decreased in expression in stressed subjects. The five most central hub genes in this module have few functions classically associated with stress exposure, emphasizing the importance of analyzing transcriptomic datasets from more than just a DEG perspective, and highlighting these genes as potential focal points of future studies. Additionally, *selenom*, a hub gene in the lower‐expression ARC WGCNA purple module, has also been previously associated with the development of insulin resistance, obesity, and neuroinflammation when it is exogenously inhibited or knocked out.^86^, ^87^ While others have investigated its role in the hippocampus^87^ and adipose tissue,^86^ its role in the hypothalamus is a potential target of future research.

Other genes in the lower‐expression ARC WGCNA purple module and the DMH darkred module are associated with ribosomal and mitochondrial ribosomal proteins (*Rps*, *Rpl*, and *Mrpl*). However, Gene Ontology terms derived from differential gene expression suggest opposing patterns. In the ARC, one GO term that was higher in expression in stressed subjects was ribonucleoprotein complex biogenesis, while the same GO term was significantly decreased in expression in the LH and DMH in stressed subjects. Others have found that chronic social stress increases many of these ribosomal genes in whole‐hypothalamus RNAseq in C57BL/6J mice.^88^ Our findings clearly show there is more nuance to these mechanisms, requiring further study.

We observed a number of transcriptomic changes supporting our hypothesis that stress induces alterations to development‐related gene expression. Across regions, a variety of both enhanced and decreased GO terms, WGCNA modules, and differentially expressed genes were related to RNA processing, development, neurogenesis, and maturation. As these data are from adolescent subjects, changes in development‐related processes is not surprising. In fact, these changes could reflect longer‐term alterations in gene expression. For example, in mice, similar developmental modules, such as those involved in multicellular organism development, nervous system development, and cell differentiation, are altered in adult animals that were exposed to early life stress,^89^ suggesting that these changes can be quite long‐lasting. Nevertheless, a primary GO term related to highly DEGs, mRNA processing, was decreased in stressed hamsters in the LH and DMH, but increased in the ARC. This somewhat aligns with WGCNA‐derived modules in these regions. The ARC WGCNA blue module was increased and contributes to RNA processing. Many of the hub genes in this module are directly related to chromatin remodeling, which is well known to be altered by stress,^90^ and suggests potentially long‐term epigenetic changes in this model. Despite these changes, it is interesting that we observed a significant increase of growth hormone releasing hormone transcript (*ghrh*) in the LH, but not in other hypothalamic regions.

WGCNA highlighted modules related to myelination both increased (LH magenta) and decreased (LH yellow) by stress in the LH. Others have shown links between social dominance behaviors and myelination. In mice exposed to a shift in social environment that retained a prior dominant status in a previous colony, social reorganization was associated with myelination and oligodendrocyte development genes and modules in the amygdala.^91^ Direct chronic social defeat in mice also decreases myelination‐related gene expression, followed by a reduction in oligodendrocyte number and myelin protein levels and thickness in the medial prefrontal cortex, hippocampus, and nucleus accumbens,^92^, ^93^ though there is some variability in the prefrontal cortex and basolateral amygdala.^94^, ^95^ Our results are interesting in conjunction with the fact that adolescent‐stressed hamsters become more socially aggressive, suggesting that myelinating processes may play a broader role in response to stress and social behaviors. Furthermore, rats that experienced chronic social stressors from mid‐ to late‐adolescence have altered hippocampal white matter structure, especially paired with obesogenic dietary conditions.^96^ In humans that experienced early life abuse, these traits are correlated, such that in abused individuals, increased BMI is associated with decreased forebrain white matter connectivity, particularly with the lateral hypothalamus.^97^ Hub genes associated with these myelination‐related modules included *mog*, myelin oligodendrocyte glycoprotein, and *cartpt*, cocaine and amphetamine regulated transcript (CART) preprotranscript. While the role of *mog* in response to stress is less understood, other studies have found that *cartpt* expression is positively correlated with stress susceptibility in the hippocampus,^98^ but positively associated with stress resilience in the anterior cingulate.^99^ The fact that we observed no differential expression of *cartpt* transcript despite its role in a functionally altered WGCNA module suggests increased study of CART in the LH is warranted. Thus, the effects of stress on myelinating processes and their interaction with metabolic function are important for continued research.

Gene expression in our ARC samples was not as expected in some aspects. While others have found that adolescent stress in rats resulted in reduced *Pomc* and *Cartpt* expression in the ARC alongside a reduction in body weight,^100^ we observed no differences in expression of the classic appetite‐related ARC systems such as NPY/AgRP or POMC/CART. Though it is interesting that we observed no changes in these systems, this species difference in gene expression may align with species‐typical metabolic outcomes.^101^ While we did observe differential expression in over 400 genes in the ARC, many of them, such as *Aqp1*, are involved in ventricle function^102^ or immune function, such as *Ncf2* or *Crlf1*.^103^, ^104^ WGCNA also highlighted the purple module in the ARC, related to blood vessel development, which was lower in stressed subjects. These processes may be related to stress and obesity through the neuroinflammatory effects of both of these conditions,^96^ thus causing changes in information received by metabolic‐sensory arcuate neurons instead of gross changes in their expression. Follow‐up studies are needed to investigate this further. One of the decreased GO terms derived from highly DEGs in the ARC was related to actin filament organization, further suggesting impairment of mechanical cellular sensory mechanisms.

More broadly, a plasma membrane permeability‐related module in the DMH (darkgrey) was increased in stressed subjects. One hub gene in this module, *c1qc*, encodes the complement C1q C chain. *C1qc* is a component of the complement cascade, relevant for proper immune function. Interestingly, increased expression of *c1qc*‐related proteins in individuals that experienced trauma at age 12 was positively correlated with the likelihood of psychotic experiences at age 18.^105^ Furthermore, *c1qc* transcript is increased in atherosclerotic arteries.^106^ Therefore, both behaviorally and physiologically, elements of the complement cascade warrant further study in the stressed hamster model. The DMH WGCNA skyblue module was also related to immune function, specifically cellular response to interleukin‐4. Hub genes here included *fgfr1*, fibroblast growth factor receptor. *Fgfr1* has been more classically associated with obesogenic states in adipocytes,^107^, ^108^ and other fibroblast growth factor mechanisms are involved in the neural response to stress hormones.^109^ Finally, the increased *zfp36* transcript across all regions sampled in stressed subjects is notable. *Zfp36*, zinc finger protein 36, is also involved in immune‐inflammation responses and could be a critical hypothalamic target of future study.^110^

Finally, while there were no statistically significant correlations between behaviors observed during resident‐intruder interactions, expression levels of the endothelin gene *Edn3* did have strong relationships with attacks received, tail‐ups displayed, and scent markings made by the resident, and were significant pre‐adjustment. Endothelin‐1 microinfusion stimulates ghrelin release,^111^ which could be related to stress‐induced appetite increases. Endothelin‐1 and ‐3 may also play protective roles against neuroinflammation caused by changes in diet.^112^ Prior research has rarely found correlations between the resident‐intruder behaviors and most other metrics.^24^, ^26^, ^27^, ^28^ However, the present relationship with most of the subjugation behaviors warrants future follow‐up, as there are fewer stress‐related studies on endothelin‐3 than endothelin‐1.

It must be stated that the hypothalamus is a highly heterogeneous region containing many cell types. For example, the differences observed in *Gpr50* expression in the DMH could also be a sampling artifact due to its proximity to the 3rd ventricle, as the tanycytes in this region highly express *Gpr50* as well.^84^ Furthermore, Tag‐seq is a bulk RNA sequencing technique and is not able to identify sources of cell types related to any RNA's expression level. This limits the types of direct conclusions we would be able to make from the present data, though it is certainly useful in generating hypotheses for future experiments.

Overall, the study outcome supported our initial hypotheses that a variety of genes and functional genetic modules related to metabolic processes and development were altered by stress exposure. While the focus was on appetite‐ and obesity‐related genes, it is clear that the experience causes profound alterations in multiple hypothalamus‐related systems. The present data highlight systems related to myelination and immune function in the brain from multiple analytical perspectives as potential drivers of stress‐induced changes. Changes in myelination could relate to differences in motivated or social behaviors observed in this model. Altered immune function may impact metabolic function. The present data are useful in driving more specific, targeted hypothesis‐based approaches in further research. Future studies will likely further relate our findings to the behavioral and metabolic consequences of social stress during adolescence, whether they result in short‐ or long‐term effects.

## AUTHOR CONTRIBUTIONS

**Kevin M. Moran:** Conceptualization; investigation; writing – original draft; methodology; validation; writing – review and editing; formal analysis; data curation; visualization. **Tyler M. Milewski:** Methodology; formal analysis; writing – review and editing; validation; visualization. **James P. Curley:** Funding acquisition; conceptualization; writing – review and editing; methodology; supervision; resources; project administration. **Yvon Delville:** Conceptualization; funding acquisition; writing – review and editing; methodology; supervision; resources; project administration.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## PEER REVIEW

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1111/jne.70067.

## Supporting information

**Figure S1.** Principal component analysis by region of interest. Separation of normalized gene expression data of samples by region.

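Principal components of all 60 libraries were computed from log2 CPM (TMM scaling, prior count of 2, 13760 genes). The first component held 20.1% of the variance, of which 67.3% lay between regions and 0.669% between Control and Stressed subjects. The second held 6.66%, with 73.6% of it between regions. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3380 genes differed between the LH and DMH, 5397 between the LH and ARC, and 1900 between the DMH and ARC at an adjusted p under 0.05. Each library was also compared with the mean of each region over the other animals, and 56 of 60 were closest to their own region. The exceptions were the DMH library of Stressed animal KM203 and the ARC libraries of Stressed animal KM203 and of Control animals KM193 and KM208, which were closest to the LH.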

**Figure S2.** Results of weighted gene coexpression network analysis (WGCNA) in (A) lateral (LH), (B) dorsomedial (DMH) and (C) arcuate nucleus (ARC) subregions of the hypothalamus. Presented are each module and the number of genes in that module. Values in the table represent the Pearson correlation interaction term between Control and Stressed groups, with asterisks marking statistically significant differences: *p < .05, **p < .01. Positive values are higher expression of the module in the Stress group, negative values are lower expression in the Stress group.

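The number of genes per module here ran from 20 to 4238 in the LH, from 20 to 1676 in the DMH and from 20 to 4943 in the ARC, and 1294, 1465 and 576 genes fell in no module. Stressed subjects had the higher eigengene mean in 19 of 43 modules in the LH, 47 of 90 in the DMH and 13 of 22 in the ARC.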

**Figure S3.** Spearman correlation between top differentially expressed genes and subjugation behaviors. Behaviors recorded during social stress were correlated with the top 10 most differentially expressed genes (the five genes with the highest positive and negative relative expression, determined by highest absolute log2FC and eFDR <0.05). Only average attacks received by the intruder, tail‐ups displayed by the intruder, and scent markings from the resident were correlated, as the other behaviors occurred with too little frequency for valid correlation. All comparisons were made with Spearman correlation (with r values displayed in table), as gene expression data was not normally distributed, and p values were Holm‐corrected for multiple comparisons. No comparisons had a corrected *p* < .1.

## Data Availability

The data that support the findings of this study are openly available in Series GSE289511 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289511. Raw data will be released early on request of reviewers and after publication. Analysis pipeline github repository: https://github.com/kmoran10/Project-RNA-tag-seq.

# Supplementary material for: Stress alters hypothalamic gene expression in adolescent male Golden hamsters
**Source:** J Neuroendocrinol. 2025 Jul 14;37(9):e70067. doi: 10.1111/jne.70067
**Supplement:** Supplementary file 2 — Figure S2. Results of weighted gene coexpression network analysis (WGCNA) in (A) lateral (LH), (B) dorsomedial (DMH) and (C) arcuate nucleus (ARC) subregions of the hypothalamus. Presented are each module and the number of genes in that module. Values in the table represent the Pearson correlation interaction term between Control and Stressed groups, with asterisks marking statistically significant differences: *p < .05, **p < .01. Positive values are higher expression of the module in the Stress group, negative values are lower expression in the Stress group.

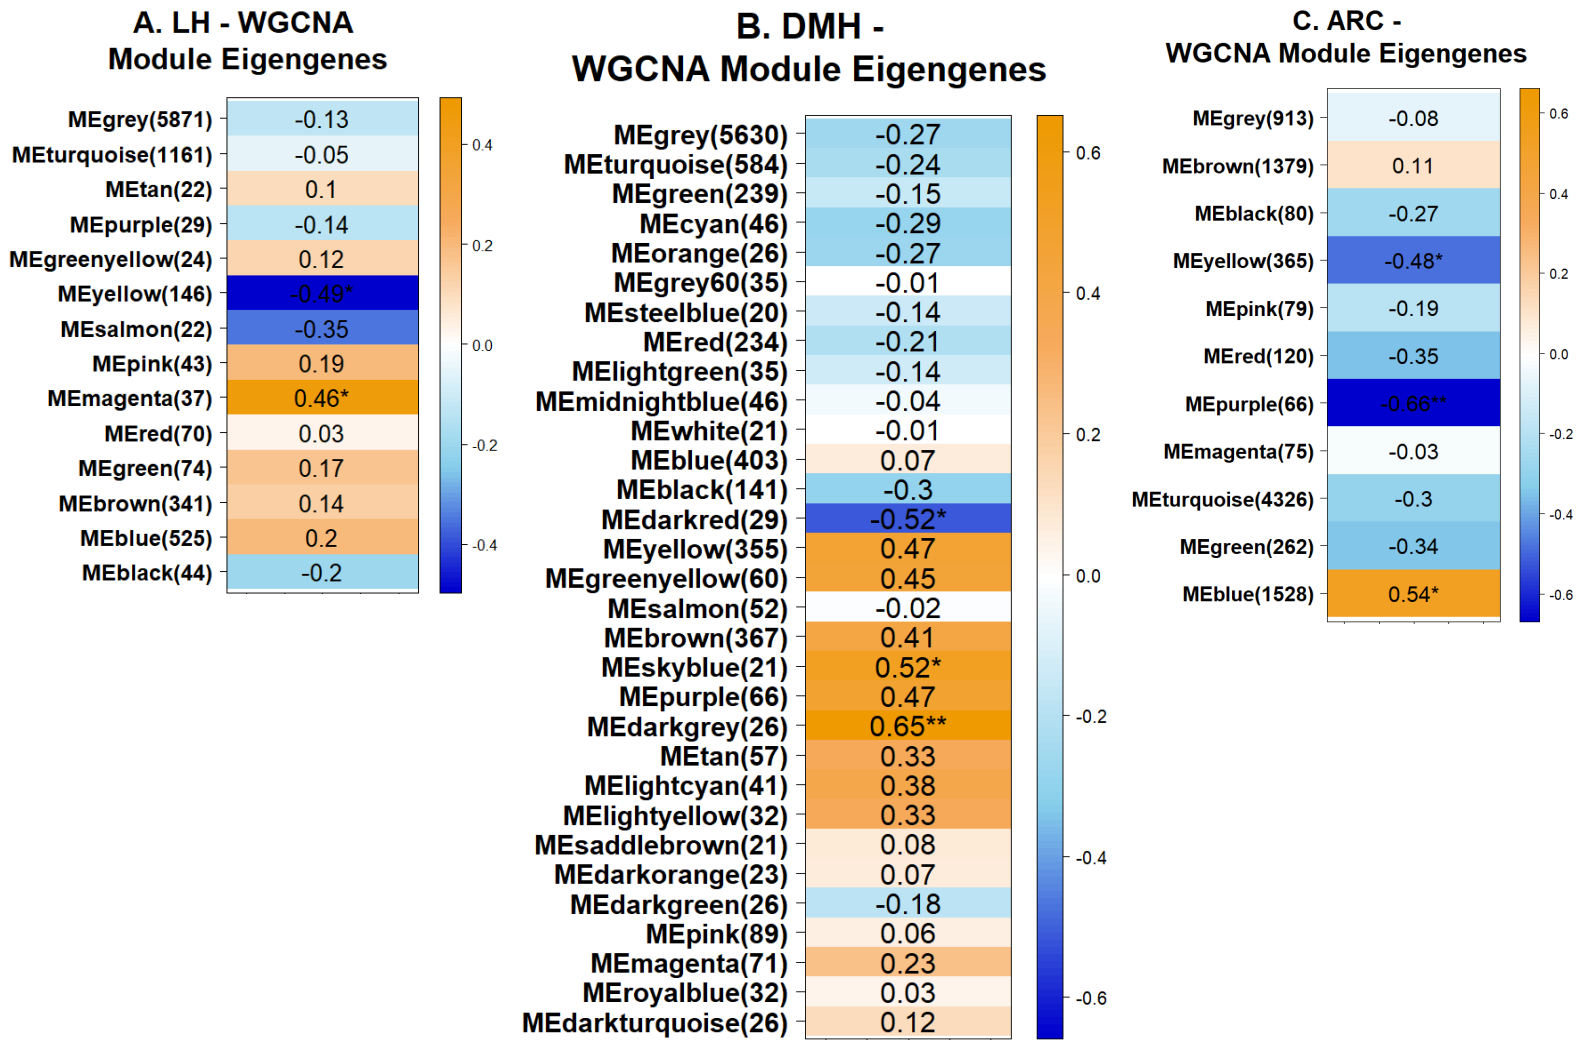

Figure S2. Results of weighted gene coexpression network analysis (WGCNA) in A. lateral (LH), B. dorsomedial (DMH) and C. arcuate nucleus (ARC) subregions of the hypothalamus. Presented are each module and the number of genes in that module. Values in the table represent the Pearson correlation interaction term between Control and Stressed groups, with asterisks marking statistically significant differences: \* =  $p < 0.05$ , \*\* =  $p < 0.01$ . Positive values are higher expression of the module in the Stress group, negative values are lower expression in the Stress group.

# Supplementary material for: Stress alters hypothalamic gene expression in adolescent male Golden hamsters
**Source:** J Neuroendocrinol. 2025 Jul 14;37(9):e70067. doi: 10.1111/jne.70067

### A. Top LH genes and Subjugation Correlations (Holm-corrected)

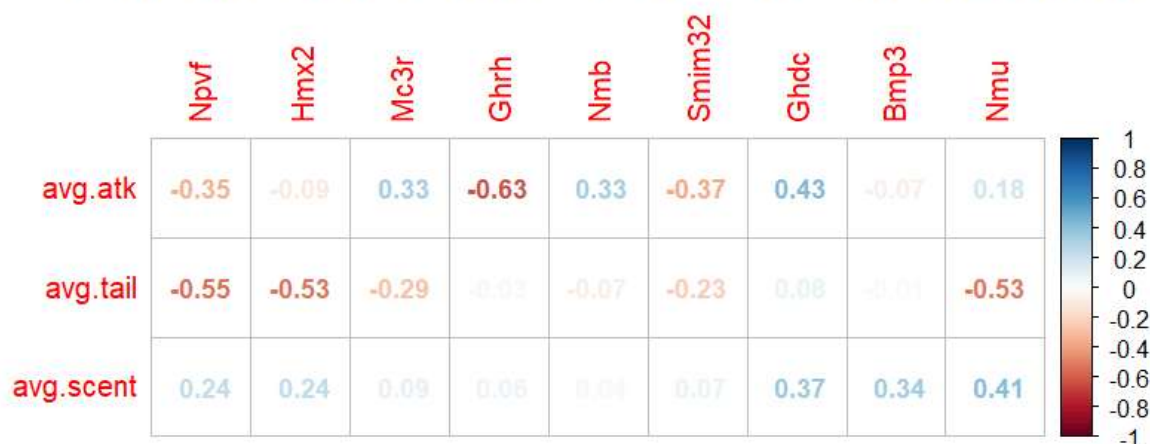

### B. Top DMH genes and Subjugation Correlations (Holm-corrected)

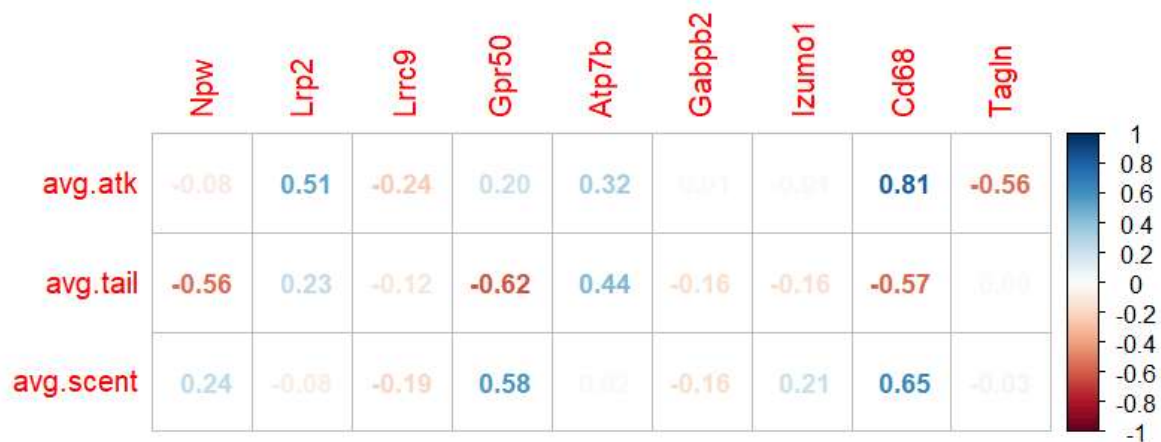

### C. Top ARC genes and Subjugation Correlations (Holm-corrected)

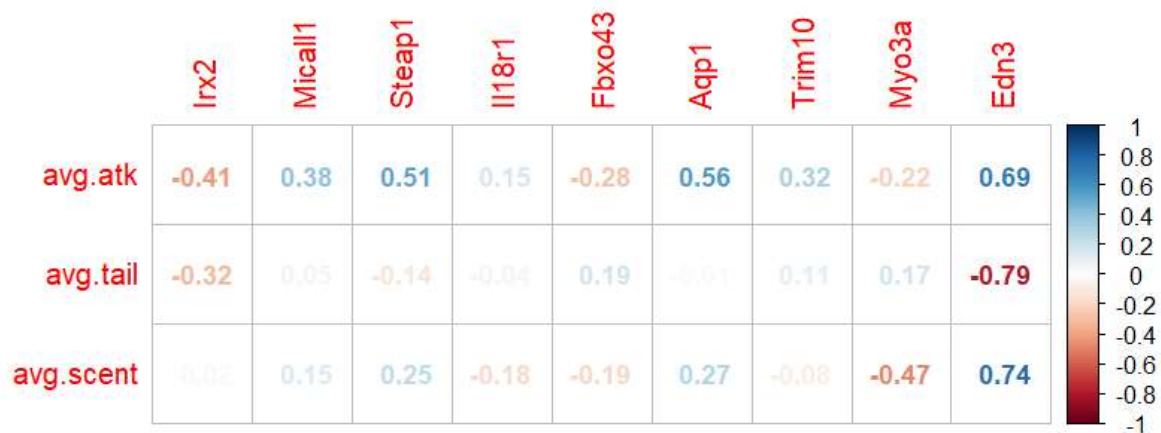

**Supplement:** Supplementary file 3 — Figure S3. Spearman correlation between top differentially expressed genes and subjugation behaviors. Behaviors recorded during social stress were correlated with the top 10 most differentially expressed genes (the five genes with the highest positive and negative relative expression, determined by highest absolute log2FC and eFDR <0.05). Only average attacks received by the intruder, tail‐ups displayed by the intruder, and scent markings from the resident were correlated, as the other behaviors occurred with too little frequency for valid correlation. All comparisons were made with Spearman correlation (with r values displayed in table), as gene expression data was not normally distributed, and p values were Holm‐corrected for multiple comparisons. No comparisons had a corrected p < .1.

How the deposited data were processed for this re-analysis (not part of the article)

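The deposited data are Tag-seq counts of 60 libraries, from the LH, DMH and ARC of 10 Control and 10 Stressed male hamsters, and a sheet of body measures of the same 20 animals. According to the paper, the authors removed reads with poly-A runs, short reads and PCR duplicates, mapped the rest to the annotated BCM_Maur_2.0 genome, processed all samples in the same batch, and extracted RNA from each region's samples together. The deposited counts are whole numbers of reads per gene and library, not normalized. The authors also deposited weights, food eaten and fat in grams, weight gain and fat as a percent of body weight, and food efficiency as a ratio of grams gained to grams eaten. The unused columns of values per sample number 0.

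The count table has 32345 lines. The last 5 are summary counts that name no gene, recognised by their position and size; together they hold 33.9% of all counts, the first of them 15.4% and the last 18.4%. They were left out, which leaves 32340 genes. Counts on genes per library ran from 491154 to 2080643 with a median of 1557538. The table gives no identifiers, and the files do not pair its genes with symbols. The reference table of gene symbols was not used, because a name cannot be taken from a gene's place in a list. Genes were therefore chosen by rank only: the gene with the smallest edgeR p among those higher and among those lower in each region. The rule set at first would have named every gene in the paper's prose, the first 5 genes of each region in Table 1 and the 5 genes with the smallest p, which needed symbols.

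Stressed and Control libraries were compared within each region, without covariates. Genes were kept with at least 10 counts in at least 1 of the region's 20 libraries, which left 12561 in the LH, 12979 in the DMH and 13280 in the ARC. The first test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, TMM scaling, robust fitting off) with Benjamini-Hochberg adjustment at 5%. The second applied the paper's threshold: limma's voom fit (limma 3.58.1, TMM scaling), an unadjusted p under 0.05 and a log2 fold change of at least 0.2 in size. Standard errors of edgeR's fold changes were derived from its F statistic. The permutation test given beside a single gene compares mean log2 CPM (pseudocount 0.5) with 100000 resamples, two-sided. DESeq2 1.42.0 was an alternative, with its NA values left as NA (3 genes in the ARC). Regions were compared in one edgeR fit of all 60 libraries in 6 groups.

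Each animal gave a library in every region, so the animal numbers in the labels pair the libraries across regions. After the group means were removed, libraries of the same animal correlated by 0.0701 on average between the LH and DMH, 0.0422 between the LH and ARC and 0.0559 between the DMH and ARC. Libraries of other animals of the same group correlated by -0.00728, -0.00376 and -0.00589. With the animal as a block in edgeR, 3689, 5589 and 1951 genes differed between these pairs of regions, and 0 genes had a stress effect that differed between regions in each pair.

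Principal components used log2 CPM with a prior count of 2. Co-expression modules were built in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), since the WGCNA package was not used here. Figures were drawn with matplotlib 3.10.9. Body measures were compared by two-sided permutation tests of 100000 resamples, with Welch's test as an alternative. The gene tests, the comparison with neighbouring regions and the module method were run on simulated data with known answers. With 200 changed genes of at least 20 counts on average among the 12561 genes of the LH, edgeR recovered 46% of changes of 0.5, 90% of those of 1 and 100% of those of 1.5 on the log2 scale. In the DMH, with 12979 genes, these shares were 54%, 96% and 100%, and in the ARC, with 13280 genes, 44%, 90% and 96%. The 200 genes were 50 each with changes of 0.5, 1, 1.5 and 2. Unchanged genes that edgeR called beside them numbered 17 in the LH, 5 in the DMH and 14 in the ARC. Fewer or smaller changes were not simulated.

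The tests, gene filters and most alternatives were set before the data were examined. The alternatives were other tools, RLE factors or no TMM scaling, sample quality weights, 4 other gene filters, other fold thresholds, permuted p values, all libraries in one fit, the animal as a block for differences between regions and for single genes, each animal left out in turn, and other settings of the network. Added afterwards were the summary counts kept in, library size as a covariate, libraries thinned to one total, the animal as a block for counts of genes changed by stress, Welch's test and leave-one-out for the body measures, a library measure without the library that stood apart, and the removal of libraries closest to another region. For p values permuted per gene, 99 shufflings of the labels were used, where the paper used more. Gene ontology terms, hub genes, region markers and the genes of Tables 1 to 3 need gene symbols and were not analysed here. Behaviors during stress were not analysed here.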

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

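The tests of single animals' libraries, of the share without animal KM196 and of libraries closest to another region were chosen only after the results were seen. A sample stood apart from its group where its gap to the nearest other sample, as a share of the group's range, exceeded Dixon's limit for 10 values. This held in 9 of 62 groups of 10, and chance alone gives it in about 5% of groups.

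In the LH, the Control library of animal KM193 had 491154 counts on genes, where the next lowest Control library had 996837. Its score on the first component of the LH libraries was -103.79, against -21.1 for the next. The DMH library of the same animal had 1068005 counts, also the lowest of its group, where the next had 1449440. Low depth and a loss of material during dissection or library preparation cannot be separated with these tables, and no biological explanation was tested. Without this library 568 genes passed the paper's threshold in the LH, where 626 did with it. Leaving out each animal in turn gave 520 to 746, and only totals were compared. The test therefore cannot show whether this library shaped which genes passed.

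The Control library of animal KM209 scored -58.513 on the second LH component, and the next library of its group -12.0. It had the second lowest count of the LH Control libraries, 996837. No explanation was tested for it.

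The first of the summary counts, which name no gene, took 40.51% of all counts in the ARC library of Stressed animal KM196, where the next highest of the group had 17.75%. The counter's assignment of reads cannot be looked into from counts. Without this library 623 genes passed the paper's threshold in the ARC, the number that passed with it. The genes higher and lower went from 323 and 300 to 340 and 283. An equal total does not show that the same genes passed. All 10 Stressed ARC libraries lay above the Control mean of this share (18.9% ± 7.66 against 15.1% ± 1.09, SD, n = 10 each, permutation test, p = 0.00591), a difference that was seen among 21 library measures compared. Without animal KM196 the mean of the other 9 Stressed libraries was 16.5% ± 1.00 (SD), a difference of 1.37 points in place of 3.78 (permutation test, p = 0.0121), with 9 of 9 above the Control mean. The same share stood apart at 17.26% in the LH library of Control animal KM201 and at 16.75% in the DMH library of Stressed animal KM205, where the next of their groups had 14.81% and 15.2%, and no explanation was tested for these.

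Of the genes followed singly, the one with the smallest p among those lower in the ARC had 67.707 CPM in the library of Control animal KM200, where the next Control library had 52.4. Leaving that animal out moved its log2 fold change from -0.52 to -0.45, the smallest size of any leave-one-out fit. No cause was tested.

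The sheet of body measures holds the grams of food hoarded, which the paper's text does not report. Stressed subjects hoarded 2.62 g ± 2.49 (SD, n = 10) and Control subjects 0.832 g ± 1.30 (SD, n = 10), a difference of 1.792 g (permutation test, p = 0.0459, adjusted p = 0.0888 over 13 measures), with 7 of 10 Stressed subjects above the Control mean. Control animal KM208 hoarded 4.515 g, where the next Control animal hoarded 0.705 g, and without it the difference was 2.20 g (p = 0.00971). Welch's test gave p = 0.0636. The difference did not pass the adjustment, and the permutation p was 0.0655 to 0.0997 without any 1 of 13 animals: Control animals KM193, KM195, KM198, KM200, KM201, KM204, KM207, KM209 and KM212, and Stressed animals KM194, KM196, KM203 and KM205. An effect of stress on hoarding, which the design would allow, stays open beside chance. How hoarding was measured is not stated in the paper's text.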

How the results depend on the processing

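Chosen after the data were seen were the settings with the summary counts kept in, library size as a covariate, thinned libraries, the animal as a block in limma for counts of genes, the removal of libraries closest to another region, and Welch's test and leave-one-out for the body measures. At 5% FDR, edgeR called 0 genes in each region, where 641 in the LH, 578 in the DMH and 667 in the ARC had an unadjusted p under 0.05. Of 98 counts at 5% FDR under other settings, 92 were the same, or within 1.5 times where the main count was above 0. The 98 also take in, with the animal as a block, genes that differed between regions and stress effects that differed between regions. The exceptions were all in the LH: DESeq2, filterByExpr and no filter each gave 1 gene. Leaving out each animal gave 0 to 4 genes in the LH, with 1 without Stressed animal KM194 or Control animal KM207 and 4 without Stressed animal KM211, and 0 in the DMH and ARC. The cause was not tested.

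The numbers past the paper's threshold (626, 576 and 623 in the LH, DMH and ARC) stayed within 1.5 times in 97 of 110 other settings. With the fold threshold at 1.2 on the log2 scale they were 34, 49 and 36, which is a stricter threshold. With at least 10 counts in every library, which tests fewer genes, they were 320, 333 and 396, and with no filter, which tests more, 1943, 883 and 995. In the ARC, sample quality weights gave 988, library size as a covariate 1058, and the covariate without TMM 1048, and the cause was not tested. Leave-one-out gave 520 to 746 in the LH, 421 to 766 in the DMH and 434 to 963 in the ARC, where 963 came without Stressed animal KM203. The filter on low counts by filterByExpr gave 516, 451 and 500, and permuted p values 614, 541 and 569. Without TMM the LH had 424 genes higher and 231 lower, against 330 and 296.

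Genes that passed in the same direction in all 3 regions numbered 0 by limma and 2 by edgeR's unadjusted p. Genes shared by at least 2 regions went from 46 to 45 with edgeR, 38 with filterByExpr and 39 with a fold threshold of log2 1.2, and genes in opposite directions from 44 to 34, 32 and 30, all within 1.5 times. Modules that differed between groups fell from 4 to 1 in the LH, from 3 to 1 in the DMH and from 3 to 0 in the ARC with at least 30 genes per module, and with a power of 6 from 4 to 2 in the LH and from 3 to 2 in the DMH; the cause was not tested. Merging changed nothing because no modules were close enough to merge. Of the variance on the first component, 67.3% lay between regions, and 52.69% with genes scaled to unit variance. On the second component the share between regions fell from 73.6% to 20.5% with this scaling. The correlation of DMH stress effects with the ratio of ARC to DMH was 0.0362 and reversed to -0.0422 in genes with at least 10 counts in every library. It was also -0.0137 without Stressed animal KM202 and -0.0043 without Stressed animal KM197, and rho was -0.011, so it has no clear direction. The other pairs of regions kept their sign in r with other genes, with limma and with each animal left out. The replicate block, the animal in a fit of all libraries, left the number of genes with a stress effect at 5% FDR at 0 in each region. For the gene with the smallest p among those lower in the LH, limma's unadjusted p with the block was 0.0705 (log2 fold change -0.76), and edgeR's was 0.0989 in one fit of all libraries without it, against 0.000191 in the LH libraries alone. The block changed no other call.

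Welch's test gave the food hoarded, 1.792 g more in Stressed, a p of 0.0636 and changed no other call on body measures. Leaving out each animal gave differences of -0.0556 to 2.17 g for weight at P28, reversed without Control animal KM204, with 0 of 20 p values under 0.05. For weight at P42 it gave 5.87 to 9.87 g, with p = 0.0352 and 0.0439 without Stressed animals KM197 and KM203, and for food efficiency 0.0238 to 0.0344, with p above 0.05 without Control animal KM193 and Stressed animals KM194 and KM205 (0.0531, 0.0520, 0.0526). For total fat it gave 1.25 to 2.01 g, with p = 0.0465 without Control animal KM195 and 0.0145, 0.0302, 0.0482 and 0.0377 without Stressed animals KM199, KM203, KM206 and KM211, and for food hoarded 1.31 to 2.20 g, where the p was above 0.05 in 13 of 20 cases. The highest p for total fat was 0.111. The rate of weight gain kept its direction and a p of at most 0.00946 in 20 of 20, and total food eaten a p of at least 0.173.

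At this depth, group size and spread between animals, edgeR recovered simulated log2 changes of 0.5 in 46% (LH), 54% (DMH) and 44% (ARC). These came with 200 genes changed at once, which eases the adjustment. Whether depth, group size or spread limits the recovery was not tested. Of the top 20 genes by size of change, 11, 16 and 19 had a mean under 5 CPM. Alternatives that needed gene symbols were not run: those for genes the paper names, region markers, the genes of Table 1, co-expression groups around hub genes and gene lists.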

Differences from the paper's values

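No alternative was chosen after the values were compared with the paper's. The paper reports 1 gene higher in all 3 regions, and 0 were found here. With edgeR's unadjusted p, set before the data were examined, 1 gene was higher in all 3 regions, which the files do not pair with a symbol, while filterByExpr and a fold threshold of log2 1.2 gave 0.

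For genes higher in Stressed in the DMH, the paper's largest log2 fold change is -2.14412, as Control over Stressed, where -1.59 was found here on the same scale. Of the alternatives set before the data were examined, edgeR (-2.19), DESeq2 (-2.43), no filter (-2.00) and permuted p values (-1.92) lie within the standard error found here (0.47) of the paper's value, which is given without an error. Outside it were no TMM (-1.60), sample quality weights (-1.64), the fold thresholds (-1.59), at least 10 counts in every library (-0.64), filterByExpr (-1.09) and at least 10 CPM in 1 library (-1.43). Each value is the largest over the genes that passed in its setting, so the gene can differ between settings. None can be matched to the paper's gene, and 0.47 is the error of 1 gene's change, not of a maximum. Lying within or outside it therefore does not show whether the paper's value was reproduced. With each animal left out in turn, the largest change, as Stressed over Control, ran from 1.59 to 2.44, and was 2.44 without Control animal KM208 and 2.29, 2.24, 2.21 and 2.19 without Stressed animals KM197, KM199, KM196 and KM202, so the value hangs on single animals.

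The paper reports 14 modules in the LH, 31 in the DMH and 11 in the ARC, and 43, 90 and 22 were found here. With at least 30 genes per module there were 22, 51 and 8, of which the ARC number falls within 1.5 times of the paper's. A power of 6 gave 30, 60 and 22, and no merging 43, 90 and 22. The paper's largest decrease of an eigengene in the ARC is -0.321 ± 0.095 (standard error), and -0.214 ± 0.0926 was found here. With at least 30 genes per module it was -0.109. The other 2 alternatives set before the data were examined, no merging and a power of 6, are the same network in the ARC and could not differ.

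The paper states from principal components that no library was an outlier in any region. Here the LH Control library of animal KM193 scored -103.79 on the first component, or -21.05 scaled median absolute deviations from the median. The scaling makes this unit equal to the SD for normally distributed values. On the same scale, the Control library of animal KM209 lay at -5.657 on the first LH component and at -10.04 on the second. In the ARC, the Stressed library of animal KM210 lay at -5.416 on the first component and at 5.767 on the second, and that of animal KM203 at -4.974 on the first. The ARC Control libraries of animals KM208 and KM193 lay at -4.787 and -4.385 on the first.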

Other observations

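The tests of library depth in the LH, of opposite calls by pair of regions and of libraries closest to another region were chosen only after the results were seen. The tests of modules, of genes shared by all 3 regions, of ARC punches and of body measures were set before their own results but after the counts of genes per region had been seen. Other splits of the same libraries tested whether chance can be excluded as the source of the counts of genes and modules. In the LH, 21 of 100 splits, the real one included, gave at least as many genes past the paper's threshold as the real one. In the DMH 28 of 100 did, and in the ARC 30 of 100. The other splits gave a median of 474, 502 and 427 genes and as many as 1481, 1198 and 2044. Chance can therefore not be excluded for these numbers. At 5% FDR, where edgeR called 0 genes in each region (641, 578 and 667 at an unadjusted p under 0.05; DESeq2 called 1 in the LH), all 20 of 20 splits gave at least as many in the LH, 20 of 20 in the DMH and 20 of 20 in the ARC, which decides nothing. For modules that differed, 14 of 100 splits gave as many in the LH, 62 in the DMH and 7 in the ARC, so chance can not be excluded there either. In the DMH, the count made for these splits differed from the one given above under other network settings. It was 0 in place of 1 with at least 30 genes per module, and 1 in place of 2 with a power of 6.

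For overlaps between regions, the group labels were shuffled over animals, with the same shuffle in each region. As many genes shared by all 3 regions were found in 100 of 100 shufflings, which decides nothing, as the observed number was 0. For genes shared by at least 2 regions, 46 of 100 gave as many, and for genes in opposite directions 11 of 100, with a median of 20 against the 44 observed. Chance can not be excluded for these last 2 counts. Of the opposite calls, the 19 between the LH and DMH compare with a median of 7, and 4 of 100 shufflings gave as many, while for the LH with the ARC 15 and for the DMH with the ARC 16 of 100 did. After Benjamini-Hochberg adjustment over the 3 pairs, the share for the LH and DMH was 0.12.

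Stress effects were set against the differences between neighbouring regions, because a punch that lies nearer to another region takes in its transcripts. In the LH, genes higher in the DMH than in the LH tended to be higher in Stressed subjects, with r = 0.312 across 12561 genes, and 3 of 100 shufflings of the labels, the real one included, gave an r as large in size. For the ARC against the LH, r was 0.245, with 3 of 100. By Spearman's rho (0.325 and 0.271) 7 and 5 of 100 were as large. Over the 6 pairs of regions tested, the adjusted share was 0.09 for both. With each animal left out, r stayed between 0.254 and 0.364 for the DMH and between 0.207 and 0.296 for the ARC, and in the genes that differ between the regions it was 0.529 and 0.36. In those genes, in genes with at least 10 counts in every library and with limma's fold changes, 1 of 50 shufflings, the real one, gave an r as large for both regions. For rho, 1, 3 and 3 of 50 did for the DMH and 1 of 50 in each for the ARC. Genes are not independent replicates, and the shuffled labels gave values from -0.321 to 0.29. In simulated LH libraries, mixing in 5%, 10% and 20% of DMH transcripts in the Stressed group gave r of 0.163, 0.307 and 0.535, and none mixed in gave -0.012. Apart from the mixing, simulated animals differed only in depth and in random counts of 1 fixed spread. Shuffled labels there gave only -0.00543 to 0.0156 with none mixed in, so the real r cannot be read as a share of DMH tissue. A difference in where the LH punches lay may account for part of the LH stress effects, but neither an effect of stress on genes that also mark the DMH and ARC nor the difference in LH depth between groups is excluded. In the other regions the values lay within those of shuffled labels: r = 0.215 (22 of 100 as large) for the DMH against the LH, 0.0362 (42 of 100) for the DMH against the ARC, -0.207 (37 of 100) for the ARC against the LH, and -0.19 (14 of 100) for the ARC against the DMH. There, punch position cannot be told apart from chance.

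Without TMM scaling, more of the genes past the threshold in the LH were higher than lower in Stressed subjects (64.7%). The deeper Stressed libraries are a candidate explanation. After all LH libraries were thinned to one total, also without TMM, 63.59% were higher, but with library size as a covariate 38.88% were. Depth and group cannot be told apart here, since the 2 tests point in different directions and Stressed libraries were deeper in 9 of 10 cases.

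Of the 60 libraries, 4 were closest to the mean of the LH libraries although they were punched from the DMH (Stressed animal KM203) or the ARC (Stressed animal KM203, Control animals KM193 and KM208). An exchange of samples between regions of an animal is argued against, because all 20 libraries of the LH were closest to the LH. Low depth is argued against too, as the lowest count on genes of the 4 was 1336767, within the range of the other libraries of these regions. Without the 3 ARC libraries 577 genes passed the paper's threshold in the ARC, where 623 did with them. Only totals were compared, so their part in which genes passed stays open. Leaving them out singly moved the total in both directions, to 963 without Stressed animal KM203, 537 without Control animal KM193 and 498 without Control animal KM208. In the DMH, 421 genes passed without the library of Stressed animal KM203, and 576 with it. A punch that took in tissue nearer the LH stays possible and was not tested.

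Body measures were set in place of the group label in edgeR's quasi-likelihood test, to ask whether expression follows them more than it follows the group. Body fat in place of the group label gave 9 genes at 5% FDR in the LH, 5 in the ARC and 0 in the DMH (1092, 912 and 352 at an unadjusted p under 0.05). In the LH, 2 of 40 shufflings of the fat values gave as many, in the ARC 3 of 40. Without animals KM194 and KM196, which were farthest from the median, the numbers were 0 in the LH and 2 in the ARC, so the LH genes rest on these animals. With the group as a covariate, 1 gene was called for fat in the LH and 0 in the ARC. Weight gain in place of the group label gave 1 gene in the LH (adjusted p = 0.000607 in edgeR's quasi-likelihood test) and 0 in the DMH and ARC (929, 643 and 900 at an unadjusted p under 0.05). In the LH 9 of 40 shufflings gave as many, 1 gene was called without animals KM193 and KM195, and 0 with the group as a covariate. Fat and weight gain cannot be told apart from chance or from the group. Food hoarding in place of the group label gave 0 genes in each region (342, 523 and 432 at an unadjusted p under 0.05), which decides nothing, because the group label also gave 0. DESeq2 and limma were not run for these measures.

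Food hoarded was compared with 3 body measures across the 20 animals. It correlated with the rate of weight gain (Pearson r = 0.610, permutation p = 0.004, adjusted p = 0.012; Spearman rho = 0.685, p = 0.00142, adjusted p = 0.00426). Without the 2 animals farthest from the median r was 0.542, and within the groups it was 0.514 in Stressed and 0.499 in Control subjects. With total fat r was 0.502 (p = 0.0232, adjusted p = 0.0349) and rho 0.351 (p = 0.128, adjusted p = 0.128), with r = 0.481 without the 2 farthest animals and 0.376 and 0.430 within Stressed and Control. With total food eaten r was 0.00305 (p = 0.990) and rho 0.363 (p = 0.115).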
